# JAK2/IDH-mutant–driven myeloproliferative neoplasm is sensitive to combined targeted inhibition

**DOI:** 10.1172/JCI94516

**Published:** 2018-01-22

**Authors:** Anna Sophia McKenney, Allison N. Lau, Amritha Varshini Hanasoge Somasundara, Barbara Spitzer, Andrew M. Intlekofer, Jihae Ahn, Kaitlyn Shank, Franck T. Rapaport, Minal A. Patel, Efthymia Papalexi, Alan H. Shih, April Chiu, Elizaveta Freinkman, Esra A. Akbay, Mya Steadman, Raj Nagaraja, Katharine Yen, Julie Teruya-Feldstein, Kwok-Kin Wong, Raajit Rampal, Matthew G. Vander Heiden, Craig B. Thompson, Ross L. Levine

**Keywords:** Hematology, Oncology, Drug therapy, Leukemias

## Abstract

Patients with myeloproliferative neoplasms (MPNs) frequently progress to bone marrow failure or acute myeloid leukemia (AML), and mutations in epigenetic regulators such as the metabolic enzyme isocitrate dehydrogenase (IDH) are associated with poor outcomes. Here, we showed that combined expression of *Jak2*^V617F^ and mutant *IDH1*^R132H^ or *Idh2*^R140Q^ induces MPN progression, alters stem/progenitor cell function, and impairs differentiation in mice. *Jak2*^V617F^ *Idh2*^R140Q^–mutant MPNs were sensitive to small-molecule inhibition of IDH. Combined inhibition of JAK2 and IDH2 normalized the stem and progenitor cell compartments in the murine model and reduced disease burden to a greater extent than was seen with JAK inhibition alone. In addition, combined JAK2 and IDH2 inhibitor treatment also reversed aberrant gene expression in MPN stem cells and reversed the metabolite perturbations induced by concurrent *JAK2* and *IDH2* mutations. Combined JAK2 and IDH2 inhibitor therapy also showed cooperative efficacy in cells from MPN patients with both *JAK2*^mut^ and *IDH2*^mut^ mutations. Taken together, these data suggest that combined JAK and IDH inhibition may offer a therapeutic advantage in this high-risk MPN subtype.

## Introduction

Myeloproliferative neoplasms (MPNs) are clonal myeloid malignancies characterized by somatic mutations acquired in hematopoietic stem/progenitor cells, which drive the expansion of 1 or more myeloid lineages. Although patients with MPN can live with their disease for years, a subset of these patients progress to bone marrow failure or acute myeloid leukemia (AML), which are associated with poor clinical outcomes (1–4). Of note, patients with accelerated or transformed disease do not respond to conventional antileukemic therapies, including cytotoxic chemotherapy (1). As such, there is a need to identify biological features that drive MPN progression and to identify novel therapeutic targets in patients with high-risk or transformed MPN.

Gene discovery studies have underscored the pathogenic relevance of JAK/STAT activation in chronic MPNs, including mutations in *JAK2* (5), *MPL* (6), and *CALR* (7, 8). However, the genetic and epigenetic events that drive progression and induce adverse outcomes have not been fully delineated. Previous studies have identified recurrent somatic mutations in epigenetic regulators in patients whose disease has transformed from MPN to AML, including mutations in isocitrate dehydrogenase 1 (*IDH1*), *IDH2*, and *TET2* (9, 10). These studies are underscored by candidate gene studies in patients with chronic MPN, which have shown that mutations in epigenetic regulators are associated with poor overall survival (11, 12). Of note, patients with concurrent *JAK2* and *IDH1/2* mutations have shorter leukemia-free survival (11), suggesting that comutations in *JAK2* and in *IDH1/2* can promote MPN progression and transformation.

There is a need to elucidate how mutations in epigenetic regulators cooperate with JAK/STAT pathway-activating mutant alleles to promote transformation, with the hope that these insights will lead to the development of novel therapeutic approaches for this high-risk MPN subtype. Previous studies have shown that *Jak2^V617F^*-mutant disease is initiated and propagated in the long-term hematopoietic stem cell (LT-HSC) (13), and coexpression of the *Jak2^V617F^* allele with loss of *Tet2* manifests a more severe MPN phenotype (14). Furthermore, we and others have shown that the *Flt3^ITD^* allele can cooperate with *IDH2* gain of function or with loss of *Tet2* function to induce AML and that the resultant AML is initiated and maintained by the multipotent progenitor (MPP) cell population (15, 16). The neomorphic ability of mutant IDH to produce 2-hydroxyglutarate (2HG) (17, 18), a compound with epigenetic effects (19) on myeloid phenotype (20), underscores the importance of understanding the role of IDH in these diseases.

Models of combined *IDH1/2* and *JAK2* mutations provide a unique opportunity to explore the efficacy of combined targeted therapy against 2 gain-of-function disease alleles in the same leukemic clone. Previous studies have shown that JAK2 inhibitors can ameliorate symptoms and reduce spleen size in chronic MPN (21), and JAK inhibitor monotherapy can induce transient responses in patients with post-MPN AML (22). Preclinical studies with IDH inhibitors have been shown to inhibit mutant IDH1/2 function in vitro and in vivo and to induce responses in preclinical models, at least in part through induction of differentiation (23–25). IDH2 inhibitors are currently in clinical trials for patients with de novo AML, and early-phase clinical data have shown that these agents demonstrate efficacy with modest toxicity (26). We therefore sought to establish and characterize murine models of accelerated-phase MPN with concomitant JAK/STAT activation and IDH mutations to identify the disease mechanism and test novel mechanism-based combination therapies.

## Results

### JAK2^V617F^ and neomorphic IDH1/IDH2 mutations cooperate in vivo to drive progressive MPN.

In order to assess whether *IDH* and *JAK2* mutations cooperate to transform hematopoietic stem/progenitor cells, we crossed mice with conditional *IDH1*^R132H^ or *Idh2*^R140Q^ alleles (encoding human *IDH1* and murine *Idh2* mutations, respectively) with mice with a previously described *Jak2*^V617F^ (13) allele, and then used the inducible *Mx1-Cre* (27) allele to induce expression of these alleles in hematopoietic cells. Expression of *IDH1*^R132H^ or *Idh2*^R140Q^ in concert with *Jak2*^V617F^ resulted in a fully penetrant, lethal disease. In timed sacrifices at approximately 6 months of age, mice with combined mutations of *IDH1*^R132H^ or *Idh2*^R140Q^ and *Jak2*^V617F^ showed polycythemia (mean hematocrit levels of 59% and 65%, respectively), leukocytosis (mean leukocyte counts of 23.78 K/μl and 16.22 K/μl, respectively; 1, A and E), and splenomegaly (spleen weights of 574.4 mg and 690.7 mg, respectively; Figure 1, B and F), which was similar to what we observed in the *Jak2*-mutant controls. *IDH1*^R132H^ and *Idh2*^R140Q^ mice had elevated serum levels of 2HG (Figure 1, C and G), and 2HG levels were higher in mice with concurrent *IDH1*^R132H^ and *Jak2*^V617F^ mutations compared with mice with the *IDH1*^R132H^ mutation alone (*P* = 0.0024), suggesting that *Jak2* and *IDH1* mutations interact to promote higher 2HG levels (interaction *P* = 0.0375; Figure 1C) through either increased 2HG production or higher IDH-mutant cell burden. Expression of mutant *IDH1* or *Idh2* in concert with *Jak2*^V617F^ resulted in disruption of the splenic architecture beyond that observed in *Jak2*^V617F^ mice, including the expansion of blast-like cells with open chromatin and large nucleoli in JAK2/IDH-mutant mice, which was not observed in *Jak2*^V617F^ mice. We found that JAK2/IDH-mutant megakaryocytes had increased expression of CD34 by IHC compared with platelet progenitors in *Jak2*^V617F^ mice, which was consistent with impaired megakaryocytic differentiation (Figure 1, D and H). Expression of *IDH1*^R132H^ in concert with *Jak2*^V617F^ resulted in an overall survival similar to that of mice with expression of *Jak2*^V617F^ alone (median survival, 156 and 359 days, respectively; NS), but lower than that of *IDH1*^R132H^-mutant and WT mice (median survival was undefined in an 800-day period; *P* < 0.0001; Figure 1I). Mice transplanted with *Jak2*^V617F^*/IDH1*^R132H^-mutant cells showed significantly reduced survival compared with recipients transplanted with *Jak2*-mutant cells (median survival of 206 and 274 days, respectively; *P* = 0.0480; Figure 1J). Of note, previous studies showed that expression of *Idh2*^R140Q^ was indicative of survival rates that were similar to those observed with our *IDH1*^R132H^ models (28). These data indicate that concurrent JAK2 and IDH1/2 mutations cooperate to drive a lethal, transplantable MPN with impaired differentiation in vivo.

### JAK2/IDH-mutant MPN initiates and propagates disease from the LT-HSC compartment.

Given that the MPN driven by concurrent JAK2/IDH mutations had more efficient disease transplantation, we next sought to define which stem/progenitor cell populations could propagate the disease. In competitive transplants comparing combined mutant marrow with WT CD45.1^+^ marrow, we found that *Idh2*^R140Q^-mutant bone marrow cells were able to out-compete WT cells, and the resultant increase in self-renewal induced by mutant *Idh2* was maintained in cells with concurrent *Idh2*^R140Q^ and *Jak2*^V617F^ mutations (Figure 2A). Transplant recipients had a phenotype similar to that of primary mice, including polycythemia and thrombocytosis. Notably, we observed greater leukocytosis in mice engrafted with *Idh2*^R140Q^ *Jak2*^V617F^ marrow compared with mice transplanted with *Jak2*^V617F^-mutant cells (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI94516DS1).

Because previous studies have suggested that hematopoietic malignancies induced by mutant IDH and *Jak2* propagate through cells derived from different stem cell compartments (13, 15, 16), we sought to explore the cell population that could propagate JAK2/IDH-mutant disease. *IDH1*^R132H^ and *Jak2*^V617F^ bone marrow cells were sorted into LSK (Lin^–^CD117/c-Kit^+^Sca1^+^), LT-HSC (LSK CD48^–^CD150^+^), and MPP (LSK CD48^+^CD150^–^) (Supplemental Figure 1B) populations and transplanted into congenic recipient mice. We assessed disease chimerism and peripheral blood counts in the recipient mice and found that mice transplanted with LT-HSCs, but not MPPs, had evidence of long-term engraftment and myeloproliferation (Figure 2B). LT-HSC–transplanted recipients developed a lethal MPN consistent with efficient propagation of the disease from the stem cell compartment (Supplemental Figure 1C). These data demonstrate that JAK2/IDH-mutant MPN is initiated and propagated in LT-HSCs, in contrast to IDH- and *Tet2*-mutant AML models, in which leukemic stem cell capacity is maintained in the MPP cell population.

We next assessed the relative number of stem/progenitor cells in JAK2/IDH-mutant mice and found that total LSK cell numbers had expanded, with an increase in all hematopoietic stem and progenitor cell compartments compared with WT and IDH single mutants (Figure 2C and Supplemental Figure 1, D and E). Concurrent JAK2/IDH mutations drove an increase in myeloid progenitors (MPs) (Lin^–^Sca^+^c-Kit^–^), including an increase in common myeloid progenitors (CMPs) (Lin^–^Sca^+^c-Kit^–^CD16/32^–^CD34^+^; Figure 2G, Supplemental Figure 1, F and G). We found that the proportion of myeloid (Mac1^+^B220^–^) cells that expressed c-Kit was increased in double mutants compared with IDH-only (*P* = 0.0002) and JAK2-only (*P* = 0.0150) single-mutant and nonmutant (*P* = 0.0008) mice (Figure 2E). To explore this further, we examined more granular aspects of the myeloid lineage. Pre-megakaryocyte (pre-MegE) populations (Lin^–^c-Kit^+^Sca1^–^CD41^–^CD16/32^–^CD150^+^CD105^–^) were significantly reduced in *Idh2*^R140Q^ *Jak2*^V617F^ combined mutants compared with *Jak2*^V617F^ mutants alone, while megakaryocyte progenitors (MkPs) (Lin^–^c-Kit^+^Sca1^–^CD150^+^CD41^+^) were expanded in *Jak2*^V617F^ mice, regardless of IDH status (Figure 2F). With respect to erythroid progenitors, concurrent JAK2 and IDH2 mutations resulted in a reduction in CFU erythrocytes (CFU-E) (Lin^–^c-Kit^+^Sca1^–^CD41^–^CD16/32^–^CD150^–^CD105^+^Ter119^–^) and an increase in pre-erythrocytes (Lin^–^c-Kit^+^Sca1^–^CD41^–^CD16/32^–^CD150^–^CD105^+^Ter119^+^) (Figure 2G). In contrast, pre–granulocyte-macrophage progenitors (pre-GMPs) (Lin^–^c-Kit^+^Sca1^–^CD41^–^CD16/32^–^CD150^–^CD105^–^) were reduced, while granulocyte-macrophage progenitors (GMPs) (Lin^–^c-Kit^+^Sca1^–^CD41^–^CD16/32^+^CD150^–^) were proportionally expanded (Figure 2H). These data indicate that combined mutant MPN shows perturbations in stem, progenitor, and precursor cell populations, with an increase in more primitive stem/progenitor cells and a decrease in mature megakaryocyte/erythroid populations.

### Combined JAK2/IDH2 inhibition shows increased efficacy in JAK2/IDH2-mutant MPN.

Given that MPN patients with concurrent JAK2 and IDH mutations are at high risk for disease progression and have adverse clinical outcomes, we tested whether JAK2 inhibition, IDH2 inhibition, or combined JAK2/IDH2 inhibition would show efficacy in treating *Jak2*/*Idh2*-mutant MPN. We engrafted mice with equal ratios of CD45.2 *Jak2*/*Idh2*-mutant cells and CD45.1 WT cells, and after the recipient mice developed MPN, they were treated with vehicle, the IDH2 inhibitor AG221, and/or the JAK kinase inhibitor ruxolitinib (INC18424). We observed no evidence of synergistic or additive toxicity with combination therapy, and ruxolitinib therapy did not increase AG221 levels. Serum 2HG levels in mice engrafted with *Idh2*^R140Q^ *Jak2*^V617F^–mutant cells (mean, 1,874 ng/ml) were reduced with oral AG221 therapy at doses between 40 and 100 mg/kg given as monotherapy (mean, 744.4; *P* < 0.0001) or in combination with ruxolitinib (mean, 562.6 ng/ml; *P* < 0.0001), consistent with target inhibition (Figure 3A). Interestingly, ruxolitinib monotherapy also modestly reduced serum 2HG levels (mean, 1,233 ng/ml; *P* = 0.0016; Figure 3A). Splenomegaly in diseased mice (mean vehicle-treated spleen weight, 289.1 mg) was reduced by AG221 monotherapy (188.3 mg; *P* = 0.0040) or ruxolitinib monotherapy (101.3 mg; *P* < 0.0001), but splenomegaly resolved completely with combined therapy (59.53 mg; *P* < 0.0001; Figure 3B). Combined therapy with AG221 and ruxolitinib also normalized polycythemia (hematocrit levels of 58.7% vs. 37.61%; *P* = 0.0028) and leukocytosis (leukocyte counts of 11.62 K/μl vs. 3.111 K/μl; *P* = 0.0069) to an extent beyond that observed with either agent alone (Figure 3C). Total LSK cell numbers in the bone marrow of double-mutant mice (mean for treatment with vehicle, 57.19 × 10^3^ cells) was reduced by AG221 monotherapy (36.43 × 10^3^ cells; NS), ruxolitinib monotherapy (20.73 × 10^3^ cells; *P* = 0.0266), or combined treatment (14.42 × 10^3^ cells; *P* = 0.0090); a similar reduction in stem/progenitor cells was observed in LT-HSCs, short-term hematopoietic stem cell (ST-HSC ) (LSK CD48^+^CD150^–^), and MPPs (Figure 3D and Supplemental Figure 1H). Combined treatment reduced total MP numbers in the bone marrow of double-mutant mice (mean for treatment with vehicle, 2.46 × 10^6^ vs. 0.8863 × 10^6^) to an extent greater than that seen with either agent alone, and this reduction was observed in all measured subpopulations including CMPs, GMPs, and megakaryocyte-erythroid progenitors (MEPs) (Figure 3E and Supplemental Figure 1I).

We also found that the expansion of erythrocyte progenitors was reduced with either ruxolitinib or AG221 monotherapy or with combined therapy. These included pre–CFU-E (mean for treatment with vehicle, 0.5189% vs. AG221, 0.1913% [*P* = 0.0051] vs. ruxolitinib, 0.1103% [*P* = 0.0005] vs. combined therapy, 0.09978% [*P* = 0.0006]); CFU-E (mean for treatment with vehicle, 1.621 vs. AG 0.8251 [*P* = NS] vs. ruxolitinib, 0.5553 [*P* = 0.0105] vs. combination therapy, 0.5868 [*P* = 0.0180]); and pre-erythrocytes (mean for treatment with vehicle, 0.1757 vs. AG221, 0.03906 [*P* = 0.0005] vs. ruxolitinib, 0.08063 [*P* = 0.0149] vs. combination therapy, 0.02943 [*P* = 0.0003]) (Figure 3F). Treatment with either monotherapy or combined therapy reduced pre-MegE populations (mean for treatment with vehicle, 0.1757 vs. AG221, 0.03906 [*P* = 0.0005] vs. ruxolitinib, 0.08063 [*P* = 0.0149] vs. combined therapy, 0.02943 [*P* = 0.0003]), with a trend toward a reduction in the expanded MkP populations in all treatment groups (Figure 3G). Similarly, combined therapy or monotherapy reduced pre-GMP and GMP populations (Figure 3H).

### IDH2 inhibition or combined JAK2/IDH2 inhibition reduces disease burden in vivo.

Since JAK2 inhibitors do not substantively reduce allele burden in preclinical models of *JAK2*-mutant disease (29) or in the clinical context (21, 30), we next assessed whether IDH2 inhibition, alone or in combination with JAK2 inhibition, could reduce disease burden in vivo. We assessed the impact of AG221 therapy or AG221-ruxolitinib combined therapy on the proportion of *Idh2*^R140Q^ *Jak2*^V617F^ MPN cells (CD45.2^+^) in recipient mice. In comparing allele burden in the peripheral blood from individual mice before and after treatment, we observed that mice treated with either AG221 or combined JAK2/IDH2 inhibition showed significant reductions in mutant donor chimerism (mean change before and after treatment for AG221, –6.291%, *P* = 0.0411, and for combination, –7.547%, *P* = 0.0225). In contrast, mice treated with either ruxolitinib or vehicle showed a significant expansion of mutant-derived cell burden (mean change before and after treatment for ruxolitinib, +3.256%, *P* = 0.0122, and for vehicle, +4.236, *P* = 0.0374) (Figure 4A). Examination of only donor-derived (CD45.2^+^) cells revealed that monotherapy with either inhibitor or combined IDH2/JAK2 inhibitor therapy reduced the proportion of CD45.2^+^ LSK cells (Figure 4B), whereas the number of CD45.1^+^ WT stem/progenitor cells was not affected (data not shown), indicating a potent, selective effect of AG221 on mutant cells in vivo. Within the donor-derived LSK compartment, LSK LT-HSC, ST-HSC, and MPP subpopulations returned to WT levels (Figure 4B). Consistent with the effect on stem/progenitor cells, we found that IDH2 inhibitor monotherapy or combined IDH2/JAK2 inhibitor therapy reduced the proportion of CD45.2^+^ MP populations (Figure 4C) without affecting the number of CD45.1^+^ MPs (data not shown). Within the donor-derived MP compartment, subpopulations including CMPs, GMPs, and MEPs were also partially normalized with either monotherapy or combined therapy (Figure 4C). The proportion of CD45.2-mutant erythroid progenitor (CD71^+^Ter119^–^) cells was normalized with combination therapy, consistent with a potent suppression of mutant erythroid progenitors (Figure 4D).

Histologically, treatment with JAK2/IDH2 combination therapy normalized bone marrow and splenic morphology, with a reduction in the proportion of myeloid cells and the development of bone cortex to normal patterns of dilatation by histopathological analysis. Treatment with AG221, but not ruxolitinib, reduced the aberrant CD34 expression seen in megakaryocytes, whereas combined treatment eliminated the presence of these cells. We also observed that AG221 or AG221-ruxolitinib combination therapy eliminated the expansion of splenic blasts observed in untreated JAK2/IDH2-mutant MPN (Figure 4E).

### Combined JAK2/IDH2 inhibition normalizes aberrant transcription in JAK2/IDH2-mutant MPN.

Given the role of JAK2 as a transcriptional activator and the ability of mutant IDH to modulate the epigenetic state (19, 20), we assessed whether combined JAK2/IDH2 mutations affected gene expression in vivo and whether this was abrogated by combined IDH2/JAK2 inhibition. We harvested and sorted mutant CD45.2 LSK cells from recipient mice engrafted with JAK2/IDH2-mutant cells that were treated with vehicle, AG221, ruxolitinib, or combination therapy and compared their transcriptional output with each other and with WT cells through RNA sequencing (RNA-seq). 

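LSK cells, the lineage-negative Sca-1+ c-Kit+ fraction of bone marrow that holds stem and early progenitor cells, were sequenced in 5 groups of 3 libraries each. The groups were WT LSK cells and CD45.2 LSK cells from recipients of JAK2/IDH2-mutant cells given vehicle, AG221, ruxolitinib or both drugs. AG221 inhibits mutant IDH2, and ruxolitinib inhibits JAK kinases. According to the sample labels, the drugs were given by gavage for 21 to 28 days at 40 mg/kg of AG221 and 60 mg/kg of ruxolitinib, and the paper's methods give 100 or 40 mg/kg for AG221. RNA was amplified with the SMARTer protocol and sequenced from both ends, and the authors counted the reads on each gene of an Ensembl model of the mm10 genome with STAR. They deposited the raw counts and the same counts divided by a DESeq2 size factor per library. All values reported here start from the raw counts. The total count per library ran from 18836625 to 32174287, with a median of 25545779 over the 15 libraries. The paper states 40000000 sequenced reads per sample, and the values here use the reads counted on genes. By group, the totals ran from 24310100 to 26408209 (median 25526902) in WT, from 27433630 to 32174287 (median 27500426) with vehicle, from 22116122 to 28369651 (median 25545779) with AG221, from 22004150 to 27743702 (median 24555096) with ruxolitinib and from 18836625 to 29580486 (median 21555836) with combined treatment. At these depths, the limit that a count of 0 allows, 3 counts, lay between 0.0932 and 0.159 CPM (counts scaled to the size of the library). The amplified reads carry no molecular identifiers, so these limits cover counting error only. Of 45232 gene IDs, 17834 passed edgeR's filter on low counts and were tested in a fit of all 15 libraries, with TMM normalization and a common biological coefficient of variation of 0.313. Replicates of a group differed by more than counting error, with a chi-square per degree of freedom between 14.9 and 184 for the pairs of libraries. Across genes, which are not independent replicates, Pearson's r between replicates lay between 0.960 and 0.987. The replicate names begin with the letter A in the vehicle, AG221 and ruxolitinib groups and with B in the combined and WT groups, and neither the paper nor the labels say what the letter stands for. A difference between a group named A and a group named B therefore has no value within a single letter. The paper does not say whether the counting used the strand of the reads, so a gene that overlaps another on the opposite strand is uncertain. Beside the genes marked below, this holds for Mpo (15% of its exons overlapped) and Xist (12.6%, with 1.08% on the same strand). It also holds for Plekha6 (4.95%), Gm15774 (4.64%), Sort1 (4.47%), Fam168b (2.43%), Irf7 (1.19%) and Gbp2 (0.954%).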

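Between LSK cells of vehicle-treated mice and WT LSK cells, 5937 of the 17834 tested genes differed at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 2747 were higher and 3190 were lower in the mutant cells. The balance depended on the normalization, with 1306 higher and 3586 lower under upper quartile normalization, and 3795 higher and 2886 lower with GC content offsets per library, an alternative chosen after seeing the data. At an unadjusted p-value under 0.05 the number was 8221. For 10155 genes, 56.9% of those tested, the 3 vehicle libraries did not overlap the 3 WT libraries, where chance gives 10%. The stricter threshold of an adjusted p-value under 0.0001, which the paper used for its custom gene sets, moved the count most and left 46 genes, 40 higher and 6 lower. The count was 3493 without vehicle replicate A1, 3717 without vehicle replicate A4 and 1901 without WT replicate B30. Klf6 (ENSMUSG00000000078, chromosome 13 of GRCm38, 5861482 to 5870394), a transcription factor gene, had the smallest adjusted p-value of the higher genes outside the sex chromosomes. It was at 863 ± 164 CPM (SD, n = 3) in vehicle-treated and 71.6 ± 5.96 CPM (SD, n = 3) in WT LSK cells. Its log2 fold change was 3.59 (standard error 0.195, adjusted p = 1.92e-07 from the same edgeR test), between 3.52 and 3.76 with each of the 6 libraries left out in turn. Fos (chromosome 12, 85473890 to 85477273) rose by 4.91 on the log2 scale (standard error 0.490), from 105.5 ± 23.5 to 3169 ± 1630 CPM (SD, n = 3 each). Among the lower genes, Jchain, a gene of antibody-secreting cells, was at 12.5 ± 7.18 CPM in vehicle-treated and 611 ± 282 CPM in WT LSK cells (SD, n = 3 each), a log2 fold change of -5.62 (standard error 1.28). Igkv14-126, Igkv12-89 and Ighv6-3, immunoglobulin segments of multigene families whose reads the counting could have divided, were among the 5 lower genes with the smallest adjusted p-values, a rank that Jchain did not have. The other lower genes of that rank were Gm43305 and Gm13986, and every vehicle library was at or under the limit of 3 counts for these 2 genes, Igkv14-126 and Igkv12-89. The pseudogene Gm6472, whose reads a parent gene could share, was 3.18 higher on the log2 scale (standard error 0.170).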

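The Y-linked genes Uty, Ddx3y and Kdm5d had the smallest adjusted p-values of all genes. Ddx3y was at 180 ± 6.40 CPM (SD, n = 3) in vehicle-treated LSK cells, and every WT library was at or under the limit of 3 counts for these genes. Their X-linked paralogs can share reads with them. Xist, which is transcribed from the inactive X chromosome, was at 481 ± 28.2 CPM in WT and 4.315 ± 3.46 CPM in vehicle-treated LSK cells (SD, n = 3 each). Of the mutated genes themselves, Jak2 had a log2 fold change of -0.57 (standard error 0.162, adjusted p = 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) between 22.0 ± 1.99 CPM with vehicle and 32.6 ± 5.64 CPM in WT (SD, n = 3 each). That call was lost without A1, A3, B28 or B30, with an adjusted p of 0.106 without WT replicate B30 from the same edgeR test. Idh2 was at 347 ± 126 CPM with vehicle and 400 ± 35.0 CPM in WT (SD, n = 3 each), a log2 fold change of -0.20 (standard error 0.594), which was 0.073 without vehicle replicate A1.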

*Idh2*^R140Q^ *Jak2*^V617F^–mutant LSK cells had a distinct gene expression profile compared with that of WT LSK cells. This gene expression profile demonstrated enrichment in MSigDB Hallmark gene sets related to JAK/STAT signaling including IL-6/JAK/STAT3 signaling (*q* = 0.034; NES = 1.9) and IFN-γ signaling (*q* = 0.033; NES = 1.9) gene sets (Figure 5A). 

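The Hallmark gene lists could not be had here, so lists written from general knowledge of each pathway stood in for them, and 6 such lists in 7 comparisons gave 42 of the 49 tests in the adjustment. The 20 JAK/STAT target genes had a mean log2 fold change of 0.71 in vehicle-treated over WT LSK cells (adjusted p = 0.00878 from camera with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 49 tests). Per library, their mean log2 CPM lay 0.45 to 0.99 above the WT mean with vehicle and between -0.069 and 0.11 in WT. Of the 20 genes, 8 were called over all genes tested and 9 when adjusted over the list alone, 5 belong to another list as well, and 2 are labelled in Fig. 5B. The alternatives that moved this result most were a Reactome pathway in place of the list, with a camera adjusted p of 0.826, an inter-gene correlation estimated from the data, chosen after seeing the data, with 0.374, and leaving out the genes labelled in Fig. 5B, with 0.113, all after Benjamini-Hochberg adjustment. The 34 interferon-gamma response genes had a mean log2 fold change of 0.31 (camera, Benjamini-Hochberg adjusted p = 0.0101), with 14 genes called over all genes tested and 16 when adjusted over the list alone. Their mean per library differed more among the vehicle replicates, from -0.40 to 0.77 relative to WT, than between the groups (0.14 ± 0.595, SD, n = 3). Without vehicle replicate A1 the camera adjusted p was 0.156 (Benjamini-Hochberg), and a Reactome pathway in place of the list reversed the direction (adjusted p = 0.804, camera with Benjamini-Hochberg adjustment). Over the 42 tests, 29 camera calls were made, of which 22 held under fry in the same direction, 0 held when the inter-gene correlation was estimated from the data, and 29 held under fgsea, a permutation-based gene set test. Osm (chromosome 11, 4236420 to 4241026), the JAK/STAT target that encodes oncostatin M, had a log2 fold change of 3.88 (standard error 0.297, edgeR adjusted p = 4.91e-06), from 9.735 ± 0.631 CPM in WT to 143.5 ± 16.2 CPM with vehicle (SD, n = 3 each). Cish, which overlaps an antisense gene over 11.5% of its exons, was at 35.0 ± 33.3 CPM with vehicle and 17.2 ± 0.745 CPM in WT (SD, n = 3 each). Its log2 fold change of 1.02 (standard error 0.507) came from vehicle replicate A3 and was -0.11 without it. Pim1, with 14.5% of its exons under an antisense gene, and Gbp2 had log2 fold changes of 0.19 (standard error 0.261) and 0.15 (standard error 0.271), and that of Gbp2 was -0.29 without vehicle replicate A1.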

We also observed enrichment in several gene expression sets related to metabolism, including mTOR (*q* = 0.005; NES = 2.4) and oxidative phosphorylation (*q* = 0.0047; NES = 2.3) (Figure 5A). 

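The 84 tested oxidative phosphorylation genes, nuclear genes of the respiratory complexes, were higher in vehicle-treated than in WT LSK cells by a mean log2 fold change of 0.48 (camera, Benjamini-Hochberg adjusted p = 1.97e-12). Their mean relative to WT was between 0.30 and 0.60 in the vehicle libraries and between -0.16 and 0.28 in the WT libraries, which did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). Of these genes, 42 were called over all genes tested and 51 when adjusted over the list alone. Cox5a, a subunit gene of cytochrome c oxidase with 12.8% of its exons under an antisense gene, did not differ detectably, at 49.2 ± 19.9 CPM with vehicle and 48.6 ± 8.46 CPM in WT (SD, n = 3 each). Its log2 fold change of 0.016 (standard error 0.734) took either sign when single libraries were left out, from -0.29 without A4 to 0.30 without A1, and was -0.092 with upper quartile normalization. The 46 mTORC1 output genes had a mean log2 fold change of 0.43 (camera, Benjamini-Hochberg adjusted p = 6.69e-06), with 23 called over all genes tested and 25 when adjusted over the list alone. Relative to WT, their mean per library lay between 0.24 and 0.52 with vehicle. A Reactome pathway in place of the mTORC1 list had the same direction without passing the threshold (camera, Benjamini-Hochberg adjusted p = 0.248).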

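The 55 MYC target genes, most of which act in ribosome production and cell growth, had a mean log2 fold change of 0.54 between vehicle-treated and WT LSK cells (camera, Benjamini-Hochberg adjusted p = 2.31e-10). Each vehicle library lay above each WT library, with means of 0.26 to 0.78 against -0.12 to 0.13 on the log2 CPM scale relative to WT (exact permutation test, two-sided p = 0.1, the smallest possible here). Of the 55 genes, 38 were called over all genes tested and 45 when adjusted over the list alone. Ncl (chromosome 1, 86344719 to 86359400), which encodes nucleolin, was at 2116 ± 464 CPM with vehicle and 1257 ± 141 CPM in WT (SD, n = 3 each). Its log2 fold change was 0.75 (standard error 0.211, adjusted p = 0.0185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call was lost without A1, A4 or B30. Myc itself (chromosome 15, 61985391 to 61990374) was at 887 ± 67.1 CPM with vehicle and 647 ± 121 CPM in WT (SD, n = 3 each), a log2 fold change of 0.45 (standard error 0.297, adjusted p = 0.246 from the same edgeR test).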

Finally, the expression of specific oncogenic signatures such as cMYC (*q* = 0.004; NES = 2.5) was increased in JAK2/IDH2-mutant cells. Together, these data suggest that concurrent *Idh2*^R140Q^ and *Jak2*^V617F^ mutations result in transcriptional alterations.

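Compared with vehicle-treated mice, LSK cells of mice given both drugs differed at an adjusted p-value under 0.05 in 2226 genes, 1476 higher and 750 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With AG221 alone the number was 176 (84 higher, 92 lower, but 571 higher and 167 lower with upper quartile normalization), and with ruxolitinib alone it was 3, all lower. At an unadjusted p-value under 0.05, the numbers were 4715, 4498 and 813. The groups did not overlap in 34.7%, 20.0% and 8.17% of the tested genes, against 10% by chance. DESeq2 with its default settings called 2306 genes with AG221 and 50 with ruxolitinib. The AG221 count also rested on single libraries. It was 4672 without AG221 replicate A9, 27 without vehicle replicate A3 and 0 without A1, A4, A8 or A10, where 4550, 3883, 2642 and 2995 genes had an unadjusted p-value under 0.05. The ruxolitinib count was 9 without vehicle replicate A4 and 0 without A14, A16 or A17, where 734, 720 and 1018 genes had an unadjusted p-value under 0.05. The combined count was 1006 without A1, 1049 without B24 and 1169 without B25. In 30 simulations of all libraries, with the treated groups at the vehicle mean, the number of genes called for the combined group was 0 to 1. Of the 2226 genes, 1482 were also called between vehicle and WT, and 1477 of those moved in the opposite direction to that change.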

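With combined treatment, the genes that fell with the smallest adjusted p-values were Klf6, Atf3, Ier3, Ptgs2 and Cd69. Klf6 was at 68.8 ± 7.51 CPM (SD, n = 3) and Atf3 (chromosome 1, 191170296 to 191218039) at 0.326 ± 0.161 CPM (SD, n = 3), where vehicle-treated mice had 50.9 ± 5.84 CPM of Atf3. The log2 fold changes of Klf6 and Atf3 were -3.65 (standard error 0.196) and -7.29 (standard error 0.423), with adjusted p-values of 8.1e-07 and 1.12e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Those of Ier3, Cd69 and Ptgs2 were -2.41, -3.62 and -5.76. The genes that rose with the smallest adjusted p-values were Crebzf (chromosome 7, 90442729 to 90447994), Adipor2, Cnot6, Fam168b and Trim28, by 2.19, 1.34, 1.49, 1.68 and 1.84 on the log2 scale. Crebzf was at 30.7 ± 4.57 CPM with combined treatment and 6.75 ± 1.86 CPM with vehicle (SD, n = 3 each). Jak2 rose by 1.09 on the log2 scale with combined treatment (standard error 0.164, adjusted p = 0.0021 from the same edgeR test), and Idh2 by 0.56 (standard error 0.595). With AG221, Dmkn (chromosome 7, 30763756 to 30781063) rose by 2.02 (standard error 0.248, adjusted p = 0.0252 from the same edgeR test), from 8.93 ± 1.38 to 36.2 ± 6.16 CPM (SD, n = 3 each). Hp, Sort1, Mgl2 and Sem1 rose, and Zfp397, Gm15774, Fbxo38, Plekha6 and S1pr1 fell, each with an adjusted p of 0.0458 from that edgeR test and log2 fold changes between -2.02 and 2.17. Gm15774 is an antisense gene. Each of these 10 calls was lost in 4 or 5 of the 6 fits that left out 1 library, and the calls of Dmkn, Zfp397, Gm15774 and Plekha6 in 4. Idh2 was at 55.1 CPM in AG221 replicate A8, 65.9 in A10 and 335 in A9, so that its log2 fold change against vehicle was -1.19 (standard error 0.602) with A9 and -2.53 without it. Jak2 differed from vehicle by 0.37 with AG221 (standard error 0.162) and by -0.035 with ruxolitinib (standard error 0.162), with a sign that changed to 0.032 for ruxolitinib without A4.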

Inhibitor treatment had an impact on aberrant gene expression in *Idh2*^R140Q^ *Jak2*^V617F^–mutant LSK cells. We observed a more dramatic effect on gene expression with combination JAK2/IDH2 inhibitor therapy than with either monotherapy, such that LSK cells derived from mice receiving combination therapy had clustering most similar to that seen among WT LSK cells in unsupervised analysis (data not shown) and in clustering based on differentially expressed genes between diseased and WT mice (Figure 5B). 

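Compared directly, 5917 genes differed between combined treatment and AG221 (3371 higher with the combination, 2546 lower) and 2217 between combined treatment and ruxolitinib (1515 higher, 702 lower), at an adjusted p-value under 0.05 in edgeR's test. Upper quartile normalization reversed the balance against AG221, with 2671 higher and 4359 lower. The unadjusted counts were 7917 and 4536, and 44.6% and 35.5% of genes had groups that did not overlap, where chance gives 10%. The count against AG221 was 3002 without A8, 3234 without A10 and 3283 without B24, and that against ruxolitinib was 1317 without A16, 1440 without A17, 1137 without B24 and 1251 without B25. Distance to WT was measured as 1 minus Pearson's r of log2 CPM, averaged over the WT libraries. Over all tested genes it was 0.0693 ± 0.00669 with vehicle, 0.0904 ± 0.0232 with AG221, 0.0639 ± 0.00931 with ruxolitinib and 0.0490 ± 0.00581 with combined treatment (SD, n = 3 each). Only the combined libraries all lay nearer to WT than all vehicle libraries did (two-sided exact permutation test, p = 0.1, which is the smallest p for 3 against 3). For AG221 and ruxolitinib the exact p-values were 0.3 and 0.4. Over the 100 genes with the smallest p-values between vehicle and WT, 68 of which are labelled in Fig. 5B, the distances were 0.640 ± 0.00695, 0.623 ± 0.0175, 0.579 ± 0.0121 and 0.478 ± 0.0230 in the same order of groups. Here both the ruxolitinib and the combined libraries were separated from vehicle (exact p = 0.1 for each, two-sided), and AG221 was not (exact p = 0.2). The 100 genes were chosen with the same vehicle libraries, which by itself can place other groups nearer to WT. No unchanged groups were simulated for this distance, so these separations alone do not show an effect of treatment. The AG221 libraries were separated from vehicle over the same genes by Euclidean distance, over 100 genes without those on X and Y, and over the genes labelled in Fig. 5B (exact p = 0.1 for each), but not over 100 genes without the immediate early genes (exact p = 0.9). Leaving out the genes on chromosomes X and Y moved this measure most, and took the ratio of the combined to the vehicle distance from 0.747 to 0.631. Without vehicle replicate A4 the ratio was 0.833. Over all genes, the ratio of 0.708 was 0.831 when the 1000 most variable genes were used. In hierarchical clustering with average linkage, the 3 WT libraries formed a branch apart from all 12 mutant libraries, both over all tested genes and over the 100 genes. Within the mutant libraries over the 100 genes, the 3 combined libraries formed the branch that separated first from the other 9. When log2 CPM was scaled per gene, an alternative chosen after seeing the data, the combined and WT libraries shared a branch of 6 libraries over the 100 genes and over the genes labelled in Fig. 5B. Over all tested genes, scaled per gene, they shared such a branch by average linkage of 1 minus Pearson's r and by complete linkage of either distance, but not by average linkage of Euclidean distances. The first principal component of all genes held 45.9% of the variance and placed the combined libraries at 9.10 to 65.8, between WT at 89.5 to 139 and the other mutant libraries at -102 to -9.31.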

The perturbations of these genes in vehicle-treated mice compared with WT mice were consistent with previous data sets published on a *Tet2^–/–^* *Jak2*^V617F^ combined model (14) compared with WT (data not shown). 

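A disease signature was formed from the 46 genes with an adjusted p-value under 0.0001 between vehicle and WT, 40 raised and 6 lowered. Its size moved to 786 genes with DESeq2, and with single libraries left out it was 24 without A1, 30 without A3, 18 without B28, 18 without B30 and 17 without B31. Each treatment was compared with vehicle, the genes were ranked by the signed square root of edgeR's F statistic, and the enrichment of the signature was tested with fgsea. With combined treatment, the raised genes had a normalized enrichment score (NES) of -3.43 (fgsea permutation p = 6.56e-31) and the lowered genes an NES of 1.70 (fgsea permutation p = 0.00418). Both comparisons use the same vehicle libraries, which by itself gives a reversal. All libraries, the vehicle libraries included, were therefore simulated 30 times, with the treated groups at the vehicle mean. Each gene was drawn on its own, so these simulations lack the correlation between genes. The simulations gave a median NES of -1.50 and a lowest of -2.01 for raised genes. For lowered genes the median was 1.88, and 26 of the 30 were at or above the observed value. The simulated signatures held 141 to 207 genes, more than the observed 46. The lowered genes lost a permutation p under 0.05 without A3 (NES 1.39), A4 (1.38), B25 (1.28) or B31 (1.36), and with vehicle replicate A3 or A4 kept apart from the libraries that define them (0.952 and 0.983). The position of each library between the vehicle mean (0) and the WT mean (1) was taken as a slope over the 46 genes. It was 0.325 ± 0.0290 with combined treatment, 0.0719 ± 0.0228 with ruxolitinib and 0.0294 ± 0.0188 with AG221 (SD, n = 3 each). The 46 genes include the Y-linked genes Uty, Ddx3y and Kdm5d, whose large log2 differences weigh heavily in this slope. Every mutant library had Y-linked counts, so these genes hold the slope down. The combined slope was higher without the genes on chromosomes X and Y. The highest slopes among simulated unchanged groups were 0.0355, 0.0403 and 0.0386, and 5 of the 30 simulated groups reached the AG221 value. With the filter on genes with at least 10 counts in every library, the combined slope was 0.733, and it was 0.201 without WT replicate B28 and 0.181 without B31. The ruxolitinib slope was 0.0400 without B28 and 0.0361 without B31, and that of AG221 was 0.0581 without A4. Raised genes had an NES of -2.87 with ruxolitinib (fgsea permutation p = 3.99e-16), against -1.55 in the median simulation and -1.96 in the lowest. Their NES with AG221 was -1.57 (fgsea permutation p = 0.0179), and 14 of 30 simulations were as low. Without A1 the AG221 value was -1.47, without A9 it was -1.15, and without B28, B30 or B31 it was -1.21, -1.10 or -1.27, none with a permutation p under 0.05. DESeq2 reversed its direction, with an NES of 1.16. The 6 lowered genes had an NES of 1.30 with AG221 and 1.27 with ruxolitinib, where 30 and 29 of the 30 simulated groups were as high.

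**Figure D1:**
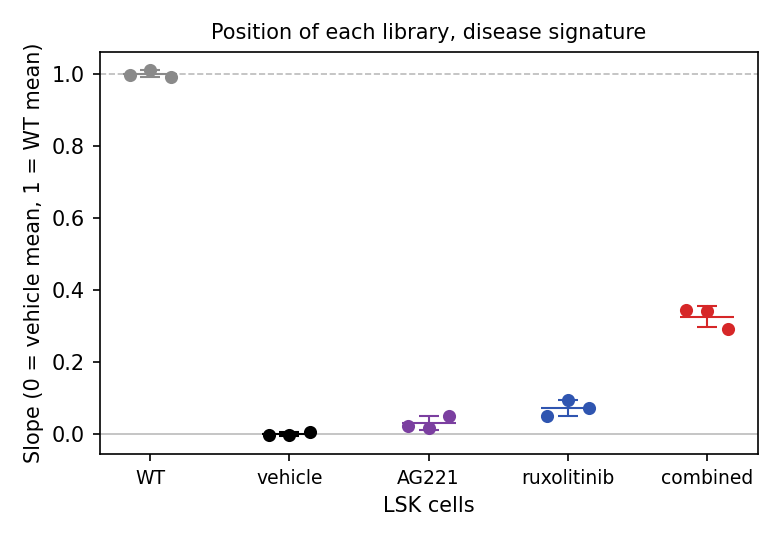
Slope of each library over the 46 genes of the disease signature, where 0 is the vehicle mean and 1 the WT mean. The 46 genes include the Y-linked genes Uty, Ddx3y and Kdm5d, which hold the slope of every mutant library down. Points are libraries, horizontal lines are group means and bars are SDs (n = 3). The 3 combined libraries sit at 0.344, 0.340 and 0.292, and the WT libraries between 0.991 and 1.01.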

Further, examination of expression changes caused by combined treatment showed a significant reversal of expression patterns induced by *Jak2/IDH* mutations (*P* < 1 × 10^–4^ for both down- and upregulated genes) (Figure 5C). A subset of gene expression signatures reversed by combination therapy were also reversed in mice treated with AG221 monotherapy, and this included both upregulated (*P* < 1 × 10^–4^; NES = +1.9) and downregulated (*P* < 1 × 10^–4^; NES = –2.3) genes. 

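The genes called between AG221 and vehicle were examined in the comparison of combined treatment with vehicle, a result added after the data were seen. The 84 genes that AG221 raised had an NES of 2.22 (fgsea permutation p = 8.28e-09) and the 92 genes that it lowered an NES of -2.92 (fgsea permutation p = 4.08e-17). Simulated unchanged groups that shared a simulated vehicle group gave medians of 3.45 and -3.11, and 30 and 28 of the 30 simulations were as extreme as the observed values. Both values rested on single libraries. Without AG221 replicate A9 they were -1.63 and 1.11, and without vehicle replicate A3 they were 0.799 and -1.16. Of the 176 AG221 genes, 54 were also called with combined treatment, and 50 of those moved in the same direction. Between vehicle and WT, 77 of the 176 were called, 40 in the opposite direction to the AG221 change and 37 in the same direction. The 17 genes that combined treatment lowered at an adjusted p-value under 0.0001 had an NES of -2.08 with AG221 (fgsea permutation p = 0.000226), where 27 of 30 simulated groups were as low and the median was -2.31. When the vehicle libraries that defined these genes were kept apart from those compared with AG221, the NES was -1.77 with A1 (fgsea permutation p = 0.00673), -1.49 with A3 (0.0425) and -0.686 with A4 (0.887) as the library kept apart. Across genes, Pearson's r between the AG221 and combined log2 fold changes was 0.269, below the simulated median of 0.489 for unchanged groups.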

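The 3 genes called with ruxolitinib alone were Irf7, Rtp4 and Tcrg-C1, and all 3 were also lower with combined treatment. Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481), which encodes an interferon regulatory factor, was at 25.05 ± 8.11 CPM with vehicle, 6.97 ± 0.782 with ruxolitinib, 20.8 ± 4.22 with AG221 and 9.33 ± 1.19 with combined treatment (SD, n = 3 each). Its log2 fold change with ruxolitinib was -1.85 (standard error 0.233, adjusted p = 0.0263 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and with combined treatment -1.43 (standard error 0.229). Rtp4 fell by 2.31 and 1.89 on the log2 scale, and Tcrg-C1 by 3.17 and 3.22, in the same order of treatments. Another gene on the same strand covers 13.9% of the exons of Rtp4, and Tcrg-C1 belongs to a family of near-identical segments, so both are uncertain. The ruxolitinib calls of all 3 genes were lost without A14, A16 or A17, and that of Tcrg-C1 also without A3. Serpina3g and Il6 fell by 2.18 and 1.98 without passing the threshold, with adjusted p-values of 0.0672 and 0.0985 (edgeR, Benjamini-Hochberg), and that of Serpina3g was 0.013 without vehicle replicate A4. No gene was called higher with ruxolitinib, and the smallest adjusted p of a higher gene was 0.115 for Mgl2 in the same edgeR test. These 3 lowered genes had an NES of -1.72 with combined treatment (fgsea permutation p = 1.31e-05), where simulated unchanged groups ranged from -1.71 to -0.667. The 17 genes lowered by combined treatment had an NES of -2.58 with ruxolitinib (fgsea permutation p = 1.79e-11), against a simulated median of -2.30, with 2 of 30 groups as low. Pearson's r across genes between the ruxolitinib and combined log2 fold changes was 0.508, with a simulated median of 0.481. Additivity was tested as the difference between the combined change and the sum of both monotherapy changes on the log2 scale. In that test, 1502 genes departed from the sum at an adjusted p-value under 0.05, 999 above it and 503 below it, and 5700 did at an unadjusted p-value under 0.05. Under upper quartile normalization 1162 genes lay above the sum and 1962 below it. This count was 6087 without A9, 172 without A3, 103 without A4, 93 without A8, 96 without A10, 218 without A16, 88 without A17, 61 without B24 and 44 without B25. Over the 2226 genes called with combined treatment, the combined change had a slope of 0.718 on the summed change, with the same sign in 61.5% of genes, which were chosen for a large combined change. Over all 17834 tested genes the slope was 0.339 and the sign was the same in 51.2%, with a median absolute log2 fold change of 0.39 with combined treatment and 0.51 for the sum, and Pearson's r across genes was 0.440, where simulated unchanged groups had a median of 0.560. Over the 37 interferon-alpha response genes, the slope was 0.735 and the sign was the same in 89.2%. The combined and summed changes share the vehicle libraries, which by itself gives agreement. No unchanged groups were simulated for the slopes or the shares of signs, so these values do not separate additivity from that. Klf6 departed from the sum by -2.39 (standard error 0.253, adjusted p = 0.00142 in the same edgeR test) and Fos by -3.79 (standard error 0.608), while Irf7 departed by 0.68 (standard error 0.320, adjusted p = 0.158 in that edgeR test).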

The combined treatment signature showed significant enrichment of gene signatures that were also significantly altered by ruxolitinib monotherapy (downregulated only, *P* < 1 × 10^–4^, NES = –2.2), indicating an additive effect of combined treatment on expression changes relative to that induced by each monotherapy.

We further characterized the differentially expressed gene sets between each treatment group and WT bone marrow. Mice treated with ruxolitinib monotherapy showed loss of enrichment of JAK/STAT-related gene sets compared with vehicle-treated mice. 

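Compared with vehicle, the JAK/STAT target genes had a mean log2 fold change of -0.71 with ruxolitinib (camera, Benjamini-Hochberg adjusted p = 1.34e-11), and the vehicle and ruxolitinib libraries did not overlap (exact permutation test, two-sided p = 0.1). Of the 20 genes, 0 were called over all genes tested and 7 when adjusted over the list alone, and 7 had an unadjusted p-value under 0.05. The interferon-gamma response genes fell by 0.77 on the log2 scale (camera, Benjamini-Hochberg adjusted p = 2.82e-16), with 0 called over all genes tested, 10 of 34 when adjusted over the list alone and 10 at an unadjusted p-value under 0.05. The 37 interferon-alpha response genes had the smallest p-value of the 6 lists, with a mean log2 fold change of -0.97 (camera, Benjamini-Hochberg adjusted p = 2.57e-41), 2 genes called over all genes tested and 27 when adjusted over the list alone. Cish fell by 1.66 (standard error 0.517), or by 0.51 without vehicle replicate A3, and Pim1 by 0.80 (standard error 0.264) on the log2 scale, with adjusted p-values of 0.828 and 0.872 (edgeR, Benjamini-Hochberg). Osm was at 84.8 ± 28.3 CPM with ruxolitinib (SD, n = 3). The oxidative phosphorylation genes were 0.087 higher (camera, Benjamini-Hochberg adjusted p = 0.00136), a call that was absent without vehicle replicate A3 (0.801, with the direction of the camera test turned) or ruxolitinib replicate A16 (0.507).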

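With AG221, the JAK/STAT target genes had a mean log2 fold change of 0.12 over WT (camera, Benjamini-Hochberg adjusted p = 0.247). Their mean per library ran from -0.59 in AG221 replicate A8 and -0.16 in A10 to 0.58 in A9 relative to WT. Of the 20 genes, 9 were called over all genes tested and 7 when adjusted over the list alone, in both directions. Tested with fgsea, the list passed the threshold (permutation-based p = 0.0348 after Benjamini-Hochberg adjustment, NES 1.59), and with a Reactome pathway in its place the direction was reversed. Against vehicle the mean log2 fold change was -0.60 (camera, Benjamini-Hochberg adjusted p = 0.0366), with 0 genes called over all genes tested, 0 when adjusted over the list alone and 6 at an unadjusted p-value under 0.05. That camera adjusted p was 0.0672 without vehicle replicate A1 and 0.0602 without A8 (Benjamini-Hochberg), and fry gave 0.128. Cish, at 14.4 ± 2.76 CPM with AG221 (SD, n = 3), and Pim1, at 21.7 ± 0.390 CPM (SD, n = 3), differed from vehicle by -1.28 (standard error 0.511) and 0.38 (standard error 0.261) on the log2 scale, and the value of Cish was -0.14 without vehicle replicate A3.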

In the case of IL-6/JAK/STAT3, enrichment for the expression of genes in this pathway was seen in vehicle-treated mice and in stem cells from mice treated with AG221 monotherapy. However, this gene expression signature was normalized in stem cells from mice treated with ruxolitinib monotherapy or combined therapy. Similarly, IFN-γ signatures, which were significantly enriched in stem cells from mice treated with vehicle or AG221 monotherapy, lost significance in animals receiving ruxolitinib monotherapy and were negatively enriched in mice treated with combination therapy (Figure 5D). 

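Relative to WT, the mean of the JAK/STAT target genes was -0.094 ± 0.546 with ruxolitinib and -0.045 ± 0.108 with combined treatment (log2 CPM, SD, n = 3 each), against 0.64 ± 0.310 with vehicle. The mean log2 fold changes over WT were 0.00089 with ruxolitinib, or -0.085 with upper quartile normalization (camera, Benjamini-Hochberg adjusted p = 0.691 under TMM), and -0.035 with combined treatment (adjusted p = 0.997 from the same camera test). With ruxolitinib, 6 of the 20 genes differed from WT over all genes tested and 6 when adjusted over the list alone. With combined treatment the numbers were 0 and 0, and 0 of the 20 genes had an unadjusted p-value under 0.05. The direction of the camera test, which is relative to the other genes, turned for combined treatment in each of the 6 fits that left out 1 library, with adjusted p-values from 0.507 without B24 to 0.977 without B26 (camera, Benjamini-Hochberg). Against vehicle, the list had a mean log2 fold change of -0.75 with combined treatment (camera, Benjamini-Hochberg adjusted p = 0.000209), with 7 genes called over all genes tested and 9 when adjusted over the list alone. A Reactome pathway in place of the list was not called in that comparison (0.986, camera with Benjamini-Hochberg adjustment). Osm fell by 3.34 on the log2 scale (standard error 0.290, adjusted p = 3.19e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to 14.2 ± 2.18 CPM (SD, n = 3). Cish fell by 1.82 (standard error 0.520, adjusted p = 0.0350 in the same edgeR test), a call lost without A3, B24 or B26, and by 0.68 without A3. Pim1 differed from vehicle by -0.15 (standard error 0.261).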

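The interferon-gamma response genes differed from WT by a mean log2 fold change of 0.29 with AG221 (camera, Benjamini-Hochberg adjusted p = 0.0123), -0.47 with ruxolitinib (adjusted p = 0.609 in the same camera test) and -0.53 with combined treatment (adjusted p = 0.0569 in that camera test). Relative to WT, their mean log2 CPM was 0.22 ± 0.198 with AG221, -0.51 ± 0.246 with ruxolitinib and -0.55 ± 0.144 with combined treatment (SD, n = 3 each). The combined libraries all lay below the WT libraries (exact permutation test, two-sided p = 0.1), and so did the ruxolitinib libraries (exact p = 0.1). Without WT replicate B30 the camera adjusted p for combined treatment was 0.0268, and fgsea's permutation-based test gave 0.00613, both after Benjamini-Hochberg adjustment. With a Reactome pathway in place of the list, both ruxolitinib and combined treatment were called lower than WT (0.0294 and 0.00299, camera with Benjamini-Hochberg adjustment). Without A16 the direction of the ruxolitinib test relative to the other genes turned (0.962, camera with Benjamini-Hochberg adjustment), while both remaining libraries lay below the WT libraries. The AG221 call was not made under fry (0.120, Benjamini-Hochberg), and with a Reactome pathway in place of the list the direction of the camera test was the opposite. The numbers of genes called were 16 with AG221, 10 with ruxolitinib and 2 with combined treatment of 34, both over all genes tested and when adjusted over the list alone. Against vehicle, these genes had a mean log2 fold change of -0.84 with combined treatment (camera, Benjamini-Hochberg adjusted p = 4.07e-07), with 9 called over all genes tested and 12 when adjusted over the list alone. With AG221 the mean against vehicle was -0.013 (camera, Benjamini-Hochberg adjusted p = 0.417), or 0.15 with upper quartile normalization, with a direction of the camera test that also depended on the library left out and an adjusted p of 0.000448 without A1. The interferon-alpha response genes differed from WT by -0.35 with vehicle (camera, Benjamini-Hochberg adjusted p = 0.230, and 0.00632 without A1), -0.56 with AG221 (0.0995), -1.32 with ruxolitinib (4.01e-09) and -1.35 with combined treatment (1.94e-19). Over all genes tested, 9, 21, 26 and 19 of the 37 were called in these comparisons, and 5, 21, 29 and 29 when adjusted over the list alone. With a Reactome pathway in place of that list, neither the ruxolitinib nor the combined call against WT was made (0.263 and 0.360), and the combined call against vehicle was not made either (0.425), in camera with Benjamini-Hochberg adjustment. Against vehicle the list changed by -0.21 with AG221 (camera, Benjamini-Hochberg adjusted p = 0.152) and by -0.996 with combined treatment (2.27e-17 in the same camera test), where 0 and 21 genes were called over all genes tested, 1 and 28 when adjusted over the list alone, and 5 with AG221 at an unadjusted p-value under 0.05. The AG221 call was made without A3, A4 or A10, with adjusted p-values of 0.0100, 0.000894 and 0.0132, and without A1 the direction of the test turned (0.427), in camera with Benjamini-Hochberg adjustment. Irf7 lay -1.94 from WT with combined treatment (standard error 0.232, adjusted p = 0.00085 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.52 with vehicle (standard error 0.224, adjusted p = 0.0872 in the same edgeR test).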

In the context of these findings, we identified several classical oncogene-related gene sets whose gene expression signatures were upregulated in diseased mice and reduced or reversed in treated mice, including signatures derived from cMYC, mTOR, and KRAS. 

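Against vehicle, the mean log2 fold change with combined treatment was -0.14 for the MYC target genes (camera, Benjamini-Hochberg adjusted p = 0.000207) and -0.30 for the mTORC1 output genes (3.29e-05 in the same camera test). Over all genes tested, 8 of 55 and 9 of 46 genes were called, and 11 and 10 when adjusted over the list alone. Fry did not make the MYC call (0.227, Benjamini-Hochberg). With a Reactome pathway in place of the list, the mTORC1 call was not made (0.545, camera with Benjamini-Hochberg adjustment). With AG221 the changes were 0.12 for MYC (camera, Benjamini-Hochberg adjusted p = 0.0141) and -0.12 for mTORC1 (0.771 in the same camera test). The MYC value, a rise, was lost without A3 (0.740) or A8 (0.0621) in the same camera test. For mTORC1 the mean was 0.065 with upper quartile normalization, and the direction of the camera test was opposite to the sign of the TMM mean and changed without A1, A3 or A8, and fgsea's permutation-based test called the list higher (0.0310, Benjamini-Hochberg). The genes called with AG221 numbered 0 and 3 over all genes tested and 0 and 15 when adjusted over the list alone, and 25 MYC target genes had an unadjusted p-value under 0.05. With ruxolitinib the changes were -0.026 for MYC (camera, Benjamini-Hochberg adjusted p = 0.475) and -0.14 for mTORC1 (0.0719 in the same camera test), with 0 genes of both lists called over all genes tested or when adjusted over the list alone, and 0 and 4 at an unadjusted p-value under 0.05. In camera with Benjamini-Hochberg adjustment, the MYC list was called lower with ruxolitinib without A3 (1.42e-05) or A16 (2e-04), and the direction of its test turned without A4 or A14. The mTORC1 list was called lower with ruxolitinib without A1 (0.0142), A3 (0.0257) or A16 (0.00814) in the same camera test. The oxidative phosphorylation genes differed from vehicle by 0.36 with AG221 (camera, Benjamini-Hochberg adjusted p = 6.59e-13) and by 0.047 with combined treatment, or -0.067 with upper quartile normalization. The camera test of the combined value went in the lower direction (adjusted p = 0.708, Benjamini-Hochberg), with a call without A3 (0.0246), and in the higher direction without A4 (0.635) or B24 (0.581). Myc was at 540 ± 312 CPM with AG221, 731 ± 137 with ruxolitinib and 983 ± 81.5 with combined treatment (SD, n = 3 each). Its log2 fold changes against vehicle were -0.72 (standard error 0.298), -0.28 (standard error 0.297) and 0.15 (standard error 0.297), and that of AG221 was -1.30 without A9 (adjusted p = 0.000797 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).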

In each of these oncogenic signatures, significant enrichment was present in stem cells from mice treated with vehicle, AG221 monotherapy, and ruxolitinib monotherapy, however, these aberrant gene expression signatures were normalized by or lost statistical significance with combined JAK2/IDH2 inhibitor therapy (Figure 5E). Together, these data indicate that combined treatment restores a WT gene expression pattern in LSK cells.

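Against WT, the MYC target genes had mean log2 fold changes of 0.66 with AG221 (camera, Benjamini-Hochberg adjusted p = 7.23e-10), 0.51 with ruxolitinib (8.71e-10) and 0.40 with combined treatment (4.47e-07). Under fry, the combined value had an adjusted p of 0.0591 (Benjamini-Hochberg). Every library of the 3 treated groups lay above every WT library, with group means of 0.62 ± 0.0702, 0.49 ± 0.146 and 0.40 ± 0.158 on the log2 CPM scale relative to WT (SD, n = 3 each, exact permutation p = 0.1 for each group, two-sided). Over all genes tested, 40, 34 and 1 of the 55 genes were called, and 42, 43 and 1 when adjusted over the list alone. The mTORC1 output genes had mean log2 fold changes of 0.31 with AG221 (camera, Benjamini-Hochberg adjusted p = 0.000362), 0.29 with ruxolitinib (0.00011) and 0.13 with combined treatment (0.0411). Upper quartile normalization took the mean with combined treatment to -0.073. The numbers of genes called were 28, 22 and 3 of 46 over all genes tested and 29, 24 and 11 when adjusted over the list alone. The combined mTORC1 call was not made with at least 10 counts in every library (0.482), without the genes labelled in Fig. 5B (0.0508) or with a Reactome pathway in place of the list (0.360), in camera with Benjamini-Hochberg adjustment. The oxidative phosphorylation genes stayed above WT by 0.83 with AG221 (camera, Benjamini-Hochberg adjusted p = 2.4e-18), 0.57 with ruxolitinib (7e-16) and 0.53 with combined treatment (1.21e-17), and 68, 59 and 8 of the 84 genes were called over all genes tested and 69, 67 and 60 when adjusted over the list alone.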

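Between combined treatment and WT, 579 genes differed at an adjusted p-value under 0.05 (291 higher, 288 lower), and 4529 did at an unadjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With upper quartile normalization 102 were higher and 539 lower. The 3 combined and 3 WT libraries did not overlap in 41.6% of genes, where chance gives 10%. Against WT, 9040 genes differed with AG221 (3962 higher, 5078 lower) and 5759 with ruxolitinib (2867 higher, 2892 lower). At an unadjusted p-value under 0.05 the numbers were 10354 and 8144, and 61.3% and 58.2% of genes were without overlap. The balance with ruxolitinib was 1711 higher and 3320 lower under upper quartile normalization. GC content offsets, chosen after seeing the data, tipped it to 3723 higher and 2546 lower, and with AG221 to 5226 higher and 4166 lower. The combined count was 88 without B25, 338 without B26, 145 without B28 and 145 without B30, and DESeq2 with its default settings called 1804 genes. The ruxolitinib count was 3103 without A16, 3831 without A17, 3650 without B28 and 1910 without B30. Of the 5937 genes called between vehicle and WT, 448 were also called between combined treatment and WT, a comparison with the same WT libraries. Across genes, the combined change from vehicle and the change of vehicle from WT had a Pearson's r of -0.689, where simulated unchanged groups had a median of -0.160. Klf6 and Fos lay -0.059 (standard error 0.177) and -0.44 (standard error 0.418) from WT on the log2 scale, and the value of Klf6 was 0.027 without B25 or without B28. The immediate early genes, a list of 25 that includes both, were above WT by a mean of 2.87 ± 0.576 with vehicle, 1.79 ± 0.587 with AG221, 2.27 ± 0.780 with ruxolitinib and 0.041 ± 0.355 with combined treatment (log2 CPM, SD, n = 3 each). Rtp4 lay -2.85 from WT (standard error 0.320) and Jchain -4.36 (standard error 1.21). The Y-linked gene Uty was at 71.9 ± 6.85 CPM with combined treatment (SD, n = 3). From the clustering, the reversed expression changes and the loss of pathway enrichment, the paper concludes that combined treatment restores a WT pattern of expression in LSK cells (Fig. 5).

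**Figure D2:**
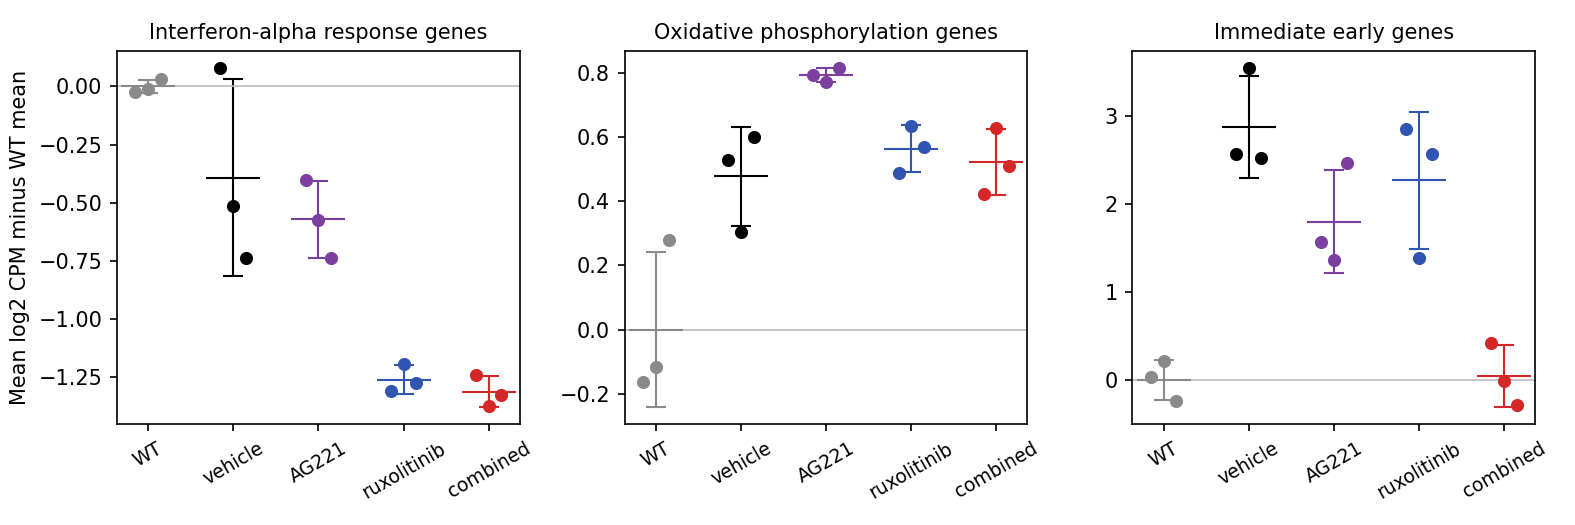
Mean log2 CPM of the interferon-alpha response, oxidative phosphorylation and immediate early genes in each library, relative to the WT mean. Points are libraries, horizontal lines are group means and bars are SDs (n = 3). With combined treatment the immediate early genes lie at 0.041 ± 0.355, the oxidative phosphorylation genes at 0.52 ± 0.103 and the interferon-alpha response genes at -1.31 ± 0.0665.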

Given the important role of GATA transcriptional regulators in myelofibrosis pathogenesis (31) and in *Tet2*-mutant AML (15), we performed quantitative PCR for *Gata1* and *Gata2* in donor-derived MEPs isolated from vehicle- and inhibitor-treated mice. Double-mutant recipients treated with vehicle showed a statistically significant increase in *Gata1* expression compared with expression in WT controls (3.242-fold elevation; *P* = 0.0200) (Figure 5F), and this increased expression normalized with single and combined inhibitor treatment (32). *Gata2* levels showed a trend toward increased expression in mice treated with IDH inhibition (Figure 5F), consistent with results in Tet2-mutant AML (15).

### Combined JAK2/IDH2 inhibition has cooperative effects to reverse altered metabolism in JAK2/IDH2-mutant MPN.

We next investigated the effect of these treatment regimens on JAK2/IDH2-mutant MPN cell metabolism. We used liquid chromatography/mass spectrometry (LC/MS) to measure metabolites from murine bone marrow aspirates after 10 days of treatment with vehicle, ruxolitinib or AG221 monotherapy, or combined therapy. We first verified that 2HG levels were reduced with IDH inhibitor monotherapy (Figure 6A). IDH inhibitor monotherapy also reduced levels of Krebs cycle intermediates including α-ketoglutarate, citrate, succinate, fumarate, and malate (*P* < 0.0252; Figure 6B). 2HG levels were also reduced with ruxolitinib inhibitor monotherapy (Figure 6A), which is consistent with what we detected in the serum of treated mice (Figure 3A). We also found that ruxolitinib monotherapy reduced pool sizes of citrate (*P* = 0.0064), fumarate (*P* = 0.0224), and malate (*P* < 0.0001; Figure 4G). Consistent with our observations in serum, mice treated with combined therapy had 2HG levels similar to those of WT mice (Figure 6A), indicating a combined effect of the 2 drugs. We also observed a reduction of glutamate levels with ruxolitinib monotherapy (*P* = 0.0026) and combined therapy (*P* = 0.0049) that was accompanied by a coordinate increase in glutamine, particularly in mice that received combination therapy (Figure 6C). These data provide a potential point of intersection between the JAK2- and IDH2-mutant pathways in the regulation of glutamate and glutamine metabolism.

### Inhibition of JAK and mutant IDH shows cooperative efficacy in primary MPN samples from patients with JAK2/IDH2 mutations.

To explore the relevance of these findings to human disease, we performed methylcellulose assays on CD34^+^-enriched blood samples from patients with clinically determined MPN and post-MPN AML with *IDH2*^R140Q^ and *JAK2*^V617F^ mutations (Table 1). This analysis included 1 patient for whom combined mutant samples were available from both the chronic-phase MPN and the time of leukemic transformation (patient 24; Figure 7A). All the patients showed a characteristic pattern of colony formation, with an increase in colony numbers with IDH inhibitor monotherapy. The presence of erythroid burst-forming unit (BFU-E) colonies was consistent with the restoration of erythroid differentiation as previously described (25), and 3 of the 5 patients also showed IDH2 inhibition–associated increases in GM colonies, indicating that myeloid differentiation was restored by IDH2 inhibition (Figure 7A). On morphological examination, we found that this expansion was also associated with the presence of large, well-differentiated colonies compared with the control colonies (Figure 7B). FACS analysis showed that IDH2 inhibitor treatment reduced the surface expression of the immature marker c-Kit (also known as CD117) (Figure 8A). With respect to differentiation markers, we found that most patients’ samples treated with AG221 showed upregulation of either the erythroid marker CD235a (Figure 8B) or the myeloid marker CD14, consistent with restored differentiation in JAK2/IDH2-mutant MPN and AML cells (Figure 8C). In contrast, we observed that JAK inhibitor therapy, alone or in combination with IDH2 inhibitor therapy, reduced colony output. Combination treatment attenuated the increase in colony numbers seen with IDH2 inhibitor monotherapy, while still maintaining the effect of IDH2 inhibition on promoting differentiation, as evidenced by a reduction in the proportion of c-Kit^+^ colonies and an increase in the proportion of CD235a^+^ and CD14^+^ colonies, which was not seen with ruxolitinib treatment alone. These data suggest that, while JAK2 inhibitor therapy attenuates proliferation, IDH inhibitor therapy increases cell numbers by promoting differentiation. Therefore, combined JAK and IDH2 inhibitor therapy can have cooperative effects through these 2 responses (33).

## Discussion

Past studies have underscored the importance of mutations in epigenetic regulators in the pathogenesis of myeloid malignancies (34, 35). This includes the neomorphic mutations in IDH1/2 seen in AML and MPN, which, through the production of 2HG, can alter the function of DNA and histone-modifying enzymes (36). Of importance in MPN are the observations that mutations in epigenetic regulators are associated with adverse clinical outcomes and the specific role of IDH1/2 mutations in promoting MPN progression and transformation (9–12, 14, 24, 34, 35). Here, we show that *JAK2* and *IDH* concurrent mutations can promote MPN progression and that this disease is sensitive to combined JAK2/IDH-targeted therapy.

Expression of *Jak2*^V617F^ in concert with *Idh2*^R140Q^ or *IDH1*^R132H^ in hematopoietic cells resulted in an accelerated MPN phenotype with preleukemic features. This disease is characterized by polycythemia and leukocytosis, which were also observed in *Jak2*^V617F^ mice (13). However, expression of mutant IDH1 or IDH2 in concert with *Jak2*^V617F^ resulted in the expansion of blasts and impaired hematopoietic differentiation, which are features of human MPN indicative of disease progression and adverse clinical outcome. These features suggest that expression of IDH1 or IDH2 in concert with *Jak2*^V617F^ impairs differentiation and probably contributes to leukemic transformation, which is consistent with correlative genetic studies showing that the primary effect of IDH1/2 mutations in MPN is that of promoting accelerated progression to post-MPN AML. The phenotype we observed here shares some similarities with the phenotype reported in *Jak2*^V617F^ *Tet2*^null^ mice (14) and is consistent with the observation that mutant IDH–mediated production of 2HG inhibits TET2 catalytic function (19). However, although concurrent *JAK2* and *IDH/TET2* mutations have been reported with high frequency in post-MPN AML (9), the lack of overt acute transformation in mice with these concurrent mutations suggests that there are additional genetic and epigenetic events that are required to induce the transformation from MPN to AML. Importantly, these data are distinct from those of recent work showing that mutant *Idh2/Tet2* can cooperate with *Flt3^ITD^* to potently induce a fully penetrant AML phenotype, suggesting that there are important differences in how different signaling mutations cooperate with epigenetic regulator mutations to induce hematopoietic transformation.

Consistent with this hypothesis, we demonstrate that the MPN stem cell capable of propagating JAK2/IDH-mutant disease is found in the LT-HSC compartment, as observed in *Jak2^V617F^*-driven MPN. By contrast, combined *Flt3^ITD^* and *Tet2*/*Idh2*-mutant leukemia was found to be maintained and propagated by the MPP lineage–restricted progenitor population (15, 16). This could be due to the observation that *JAK2*/IDH-mutant disease remains an accelerated-phase MPN versus the AML observed in combined *Flt3^ITD^*- and *Tet2*/*Idh2*-mutant disease, such that the leukemic stem cell remains in the LT-HSC compartment in chronic-phase disease until blast transformation. Alternatively, it is possible that the expression of different signaling effectors, such as Jak2 or Flt3, differs in different stem/progenitor cell compartments, such that oncogenic signaling induced by different kinase alleles promotes transformation in different cell types, which then dictates the phenotype in concert with mutated epigenetic regulators. Subsequent studies, in which different MPN and AML disease alleles are expressed in specific stem/progenitor cell populations, alone and in concert, are needed to delineate the role of the specific mutations and of the specific cellular compartments in which mutations are acquired in dictating leukemic phenotype and stem cell capacity, because these aspects of hematopoietic disease strongly affect treatment targeting strategies and effects.

Importantly, we demonstrate that *Jak2*/IDH-mutant MPN is highly sensitive to IDH-mutant inhibition and that combined *Jak2*/IDH-mutant–directed targeted therapy has potent antileukemic effects. Specifically, we found that treatment with the IDH2 inhibitor AG221 showed efficacy in *Jak2/Idh2*-mutant MPN, including attenuation of myeloid expansion, reversal of stem cell expansion, and a reduction in the mutant allele burden. Combination therapy with AG221 and ruxolitinib showed increased efficacy without additive toxicity, with reduced disease burden and reversal of aberrant myeloproliferation in vivo. These data provide a rationale for combined JAK2/IDH2-targeted inhibition in this high-risk MPN subtype. Additionally, the apparent suboptimal response of double-mutant mice to a JAK2 inhibitor regimen and the apparent response of double-mutant 2HG levels in serum to single-agent therapy imply a metabolic and gene-regulatory cooperativity between the JAK/STAT pathway and the mutant IDH–mediated effect.

Consistent with the effects on *Jak2/Idh2*-mutant–driven MPN in vivo, combination therapy reversed the aberrant transcriptional and metabolic abnormalities in JAK2/IDH2-mutant stem/progenitor cells. Given the role of mutant IDH enzymes in altering the epigenetic state and gene regulation, it is not surprising that inhibition of mutant IDH function would have a significant impact on gene expression in *Idh2*-mutant stem cells. However, the observation that dual inhibition of JAK signaling and mutant IDH2 function leads to further normalization of aberrant gene expression in JAK2/IDH2-mutant stem/progenitor cells suggests that there is interplay between JAK signaling and epigenetic regulation in driving aberrant gene expression in *Jak2/Idh2*-mutant MPN. *JAK2^V617F^* has been implicated directly in epigenetic regulation of histone modifications (37), but the fact that JAK2 inhibition alone lowered 2HG levels and affected metabolite levels in this study raises the possibility that reversing the effect of JAK signaling on metabolism may influence epigenetic regulation of gene expression. This is plausible, as levels of metabolites other than 2HG can influence the methylation status of DNA and histones, both within the Krebs cycle (38) and in metabolic species beyond it (39). Future studies are needed to delineate specific mechanisms by which constitutive JAK/STAT signaling cooperates with mutant IDH to alter the epigenetic and transcriptional state in hematopoietic cells, but combined inhibition of JAK2 and IDH2 had a greater impact on reversing aberrant metabolism in *Jak2/Idh2*-mutant cells than could be attributed to inhibition of neomorphic IDH2 function alone.

Relevant to patients, the present data suggest an important role for neomorphic IDH mutations in promoting disease progression in concert with activated JAK2 signaling and inform a mechanism-based combination therapy approach for this high-risk MPN subtype. The results of our in vitro experiments using patients’ samples indicate that IDH inhibition expands the population of differentiated cells, which is consistent with the findings in current trials of the drug in de novo AML (33). Given that MPN patients with JAK2/IDH concurrent mutations have a worse prognosis than do patients with other MPN subtypes, there is a need for new therapeutic options. These data provide a rationale for combined, mutant-specific, targeted therapy in this high-risk MPN subtype.

## Methods

### Transgenic animals.

The conditional *Jak2*^V617F^ mice were previously described (13). Conditional transgenic *IDH1*^R132H^ mice (expressing a mutation in the *IDH1* gene) were provided by Kwok-Kin Wong (Dana-Farber Cancer Institute), and conditional *Idh2*^R140Q^ mice were provided by Craig B. Thompson (Memorial Sloan Kettering Cancer Center). All mice were maintained on a C57BL/6J background, and the lines were backcrossed for 6 generations before use in experiments. Samples for experiments were obtained from male and female mice aged 6 months to 1.5 years. Upon induction, mice received 5 i.p. injections of polyI:polyC (Amersham) of 200 μl of a 1-mg/ml solution. Peripheral blood was collected via cheek bleeding using heparinized microhematocrit capillary tubes (Thermo Fisher Scientific). Peripheral blood counts were obtained using a HemaVet according to the manufacturer’s instructions. Excision 2 weeks after induction was confirmed using PCR.

### Histology.

Pathology was obtained after fixation in 4% paraformaldehyde (PFA); blood smears and bone marrow cytospins were performed on the day of sacrifice. Sections were stained with H&E or Wright Giemsa as appropriate. CD34^+^ staining was performed using CD34 rat monoclonal antibody on a Leica Bond RX using the Bond Polymer Refine Detection Kit (catalog DS9800; Leica). The sections stained with CD34 (catalog Ab8158; Abcam; diluted 1:50) were pretreated using heat-mediated antigen retrieval with citrate, pH6 (catalog AR9961; Leica Biosystem Epitope Retrieval 1) for 20 minutes. DAB was used as the chromogen. Samples were further counterstained with hematoxylin and mounted.

### Bone marrow transplantation studies.

Dissected femurs and tibiae were isolated. Bone marrow was flushed into PBS plus 2% BSA or RPMI plus 10% FCS using a syringe or by centrifugal spinning. Spleens were isolated, and single-cell suspensions were made by mechanical disruption using glass slides. All harvested cells were passed through a 70-mm strainer. RBC were lysed in ammonium chloride–potassium bicarbonate lysis buffer for 10 minutes on ice. Cells were transplanted via tail-vein injection into lethally irradiated (2 × 5.50 Gy) CD45.1 host mice (The Jackson Laboratory). For noncompetitive transplants, 1 × 10^6^ total cells were transplanted; for competitive transplants including drug studies, 1 × 10^6^ total donor cells were injected into a mixture with 1 × 10^6^ cells from a congenic CD45.1 donor; for cell-of-origin transplants, the injection number was determined on basis of the lowest yield after sorting to inject approximately 100,000 MPPs or 300 LT-HSCs with 300,000 whole bone marrow cells from a CD45.1 donor.

### Therapeutic assays.

Approximately 2 months after competitive transplantation, peripheral blood analysis was performed with a HemaVet and FACS for donor chimerism. Mice were matched using *Z* scores representing hematocrit (HCT) (percentage), WBC (K/μl), donor chimerism, and body weight, and mice were randomized within matching groups using a random number generator. Drugs were administered twice daily by gavage for 21 to 28 days, unless otherwise indicated. Ruxolitinib (a gift of James Bradner, Dana-Farber Cancer Institute) was administered at a dose of 60 mg/kg, and AG221 (Agios Pharmaceuticals) was administered at a dose of 100 mg/kg or 40 mg/kg. Final doses were administered approximately 1.5 hours before sacrifice.

### Flow cytometry and FACS for murine tissues.

Cells were stained with antibodies in FACS buffer (2% BSA in PBS) for 30 minutes on ice. Donor and support chimerism was assessed using antibodies against CD45.1 (clone A20; BioLegend) and CD45.2 (clone 104; BioLegend).

For hematopoietic stem and progenitor cell staining, cells were stained with a lineage cocktail consisting of CD4 (clone RM4-5; BioLegend), CD3 (clone 17A2; BioLegend), B220/CD45R (clone RA3-6B2; BioLegend), NK1.1 (clone PK136; BioLegend), Gr-1 (clone RB6-8C5; BioLegend), Mac1/CD11b (clone M1/70; BioLegend), and Ter119 (catalog 116223; BioLegend) and allowing for mature lineage exclusion from the analysis. Cells were also stained with antibodies specific to c-Kit/CD117 (clone 2B8; BioLegend), Sca-1 (clone D7; BioLegend), FcγRII/III/CD16/32 (clone 2.4G2; eBiosciences), and CD34 (clone RAM34; eBiosciences) or SLAM/CD150 (clone TC15-12F12.2; BioLegend) and CD48 (clone HM48-1; eBioscience). To assess mature cell lineages, a combination of antibodies against Mac1, Gr-1, B220, CD3, c-Kit/CD117, CD45.1, and CD45.2 was used.

To assess erythroid and megakaryocyte progenitors, we stained unlysed tissues with a lineage cocktail consisting of CD4, CD8, B220/CD45R, Mac1/CD11b, Gr-1, IL7R/CD127 (clone A7R34; BioLegend), and CD49b (clone DX5; BioLegend). Antibodies against c-Kit/CD117, Sca-1, SLAM/CD150, CD48, FcγRII/III/CD16/32, CD41 (clone eBioMWReg30; eBioscience), CD105 (clone MJ7/18; BioLegend), CD71 (clone RI7217; BioLegend), and Ter119 were also used and gated as previously described (40).

Before cell-of-origin transplantations, sorting was performed on bone marrow with enrichment for c-Kit^+^ cells using CD117 MicroBeads (Miltenyi Biotec). For expression analysis, sorting was performed on bone marrow that had been depleted of mature cells using a Progenitor Cell Enrichment Kit (STEMCELL Technologies).

### Metabolomic analysis.

Analysis of serum 2HG was performed by extraction with 80% aqueous methanol as previously described (41). All extracts were spun at 13,000 rpm at 4°C to remove precipitate, dried at room temperature, and stored at –80°C. Metabolite levels were determined by ion-paired, reverse-phase LC coupled to negative-mode, electrospray triple-quadrupole MS using multiple reactions monitoring, and integrated elution peaks were compared with metabolite standard curves for absolute quantification (17).

For central carbon metabolite profiling of flash-frozen bone marrow aspirates, polar metabolites were extracted from flash-frozen bone marrow aspirates using 5:3:5 ice-cold methanol/water/chloroform on ice. Extracts were vortexed for 10 minutes at 4°C and then centrifuged for 5 minutes at 4°C at maximum speed on a tabletop centrifuge. Equal volumes of the aqueous phase from each sample were removed and dried under nitrogen gas and then resuspended for LC/MS analysis, and 1 μl of each sample was injected for hydrophilic interaction–LC/MS (HILIC-MS analysis) on a Dionex Ultimate 3000 UPLC System coupled to a QExactive Orbitrap Mass Spectrometer as previously described (42).

### Expression analysis.

CD45.2^+^ LSK cells were sorted into ice-cold FACS buffer, pelleted, resuspended, and stored in TRIzol (Invitrogen/Thermo Fisher Scientific) until extraction of RNA using phenol-chlorophorm. The library was produced using SMARTer amplification (Clontech Laboratories) to amplify and create the library. Illumina sequencing was performed using paired-end 50 bp at 40 × 10^6^ reads per sample.

FASTQ files were aligned to mm10 using STAR, version 2.5.1a (43) with default parameters. Counts were generated using the Ensembl gene model (https://www.ensembl.org/info/genome/genebuild/genome_annotation.html) and STAR, version 2.5.1a, with the —quantMode parameter. Differential expression analysis was performed using the Bioconductor DESeq2 package (44) with default parameters. Heatmaps were generated using the CRAN NMF package (45) and normalized counts as provided by DESeq2. Gene set enrichment analysis (GSEA) (46, 47) was performed using MSigDB Hallmark gene sets (http://software.broadinstitute.org/gsea/msigdb/collections.jsp). Custom gene sets for JAK2/IDH disease were generated using all genes that were significantly differentially expressed, with Benjamini-Hochberg–adjusted *P* values of less than 0.0001.

### Quantitative PCR for mRNA.

CD45.2^+^ MEPs were sorted into ice-cold FACS buffer, pelleted, resuspended, and stored in TRIzol until extraction of RNA using phenol-chloroform. The RNA was then used as a template for cDNA synthesis using the Verso cDNA Kit (Thermo Fisher Scientific). Quantitative real-time PCR reactions were carried out using SYBR Green Master Mix (Life Tech) on an Applied Biosciences qPCR cycler. Relative expression was determined by the Δ/ΔCt method and normalized to the internal control GAPDH.

### Human tissues.

Fresh peripheral blood was collected into heparinized collection tubes, and separation of peripheral blood mononuclear cells (PBMCs) was performed using hetastarch and a Ficoll gradient with subsequent RBC lysis.

### Human colony-forming assays.

Frozen or fresh PBMCs were plated in MethoCult H4435 (STEMCELL Technologies) with penicillin and streptomycin in triplicate wells. Cells from MPN patients were plated after enrichment using CD34 Microbeads (Miltenyi Biotec) at 1,000 cells per well, and cells from AML patients were plated without enrichment at 100,000 cells per well. AG221 and ruxolitinib were dissolved into samples at a 400-nM concentration, and DMSO was dissolved into the controls.

### Flow cytometry for human tissues.

To observe erythroid differentiation in human tissues, staining was performed with a combination of CD117/c-Kit (clone YB5.B8; eBioscience), CD34 (clone 581; BioLegend), CD38 (clone HIT2; BioLegend), CD36 (clone 5-271; BioLegend), CD71 (clone OKT9; eBioscience), and CD235a (clone HIR2; eBioscience). To observe monocytic and granulocytic differentiation, antibodies against CD117/c-Kit, CD34, CD38, CD15 (clone HI98; eBioscience), CD14 (clone HCD14; BioLegend), and CD16 (clone 3G8; BioLegend) were used.

### Statistics.

Data are presented as the mean ± SEM. GraphPad Prism 7 software (GraphPad Software) was used to conduct the statistical analysis of all data. Multiple comparisons were performed using an ordinary 1-way ANOVA with Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. Survival comparisons were made using the log-rank (Mantel-Cox) test. Statistical interaction calculated for combined influence of JAK and IDH mutation or inhibition status combined was determined using 2-way ANOVA. Paired *t* tests were used to determine 2-tailed significance to compare results in mice before and after treatment. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

All animal procedures were conducted in accordance with the NIH guidelines for the care and use of laboratory animals and approved by the IACUC of Memorial Sloan Kettering Cancer Center. Tissue samples were collected in partnership with the Human Oncology Tissue Bank, and all patients provided written informed consent. Approval for the use of human samples was obtained from the IRB of Memorial Sloan-Kettering Cancer Center.

### Data and materials availability.

RNA-seq data used in this work were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE95771).

## Author contributions

ASM, ANL, MGVH, CBT, and RLL designed the experiments. ASM, ANL, and RLL wrote the manuscript. All authors edited the manuscript. AC and JTF performed analysis of histological sections. ANL, AMI, EF, and MS performed MS analysis on primary samples. BS and FTR ran the computational pipelines. AMI, AHS, EAA, and KW designed the backcrossing of the transgenic mice for experimentation. ASM, AVHS, JA, KS, and EP performed mouse husbandry, transgenic mouse experiments, and therapeutic gavage experiments. RN and KY provided advice on the use of AG221. ASM, AVHS, JA, MAP, and RR identified, collected, and aided in the analysis of human samples.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
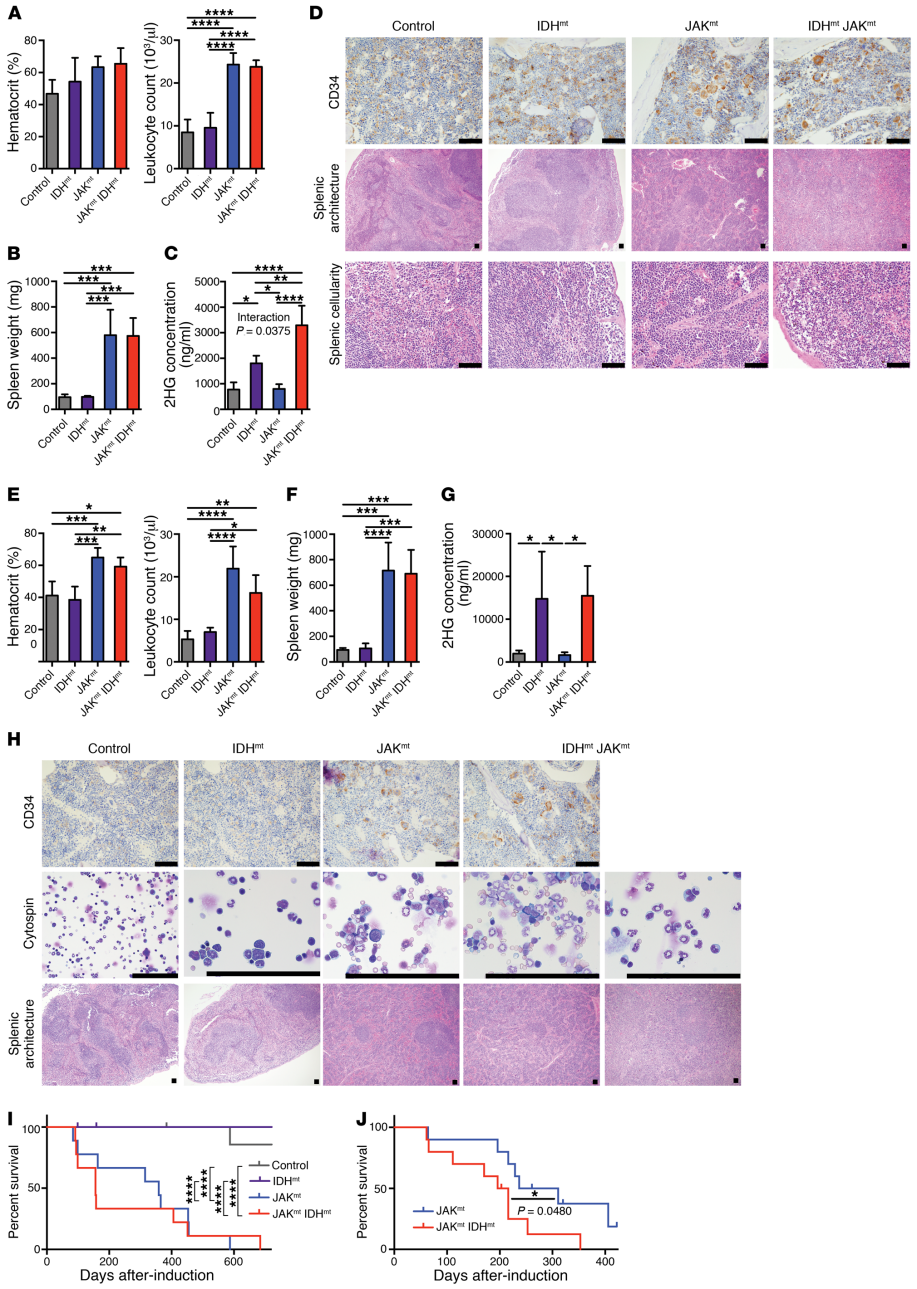
Combined *Jak2/IDH*-mutant mice have lethal MPN with preleukemic features. (**A**) Hematocrit levels and leukocyte counts in peripheral blood, (**B**) spleen weights, (**C**) 2HG levels in plasma, and (**D**) representative histology images for CD34 immunohistochemical stains of bone marrow and H&E stains of splenic tissue from primary *IDH1*^R132H^ *Jak2*^V617F^ Mx1-Cre mice sacrificed at approximately 6 months of age (*n* = 5/group). (**E**) Hematocrit levels and leukocyte counts in peripheral blood, (**F**) spleen weights, (**G**) 2HG levels in plasma, and (**H**) representative histology images for CD34 immunohistochemical stains of bone marrow, Wright-Giemsa stains of bone marrow cytospins, and H&E stains of splenic tissue from primary *Idh2*^R140Q^ *Jak2*^V617F^ Mx1-Cre mice sacrificed at approximately 6 months of age (*n* = 4–5/group). (**I)** Kaplan-Meier survival curve for primary *IDH1*^R132H^ *Jak2*^V617F^ Mx1-Cre mice following recombination. (**J)** Kaplan-Meier survival curve for secondary-transplant mice following injection of *IDH1*^R132H^ *Jak2*^V617F^ Mx1-Cre bone marrow. Scale bars: 200 μm. Multiple comparisons were performed using an ordinary 1-way ANOVA with Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. Comparisons of survival were performed using the log-rank (Mantel-Cox) test. Statistical interaction calculated for influence of Jak2 mutation status and IDH1 mutation status combined using 2-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by 2-way ANOVA. JAK^mt^, JAK-mutant; IDH^mt^, IDH-mutant; JAK^mt^/IDH^mt^, JAK/IDH-mutant.

**Figure 2:**
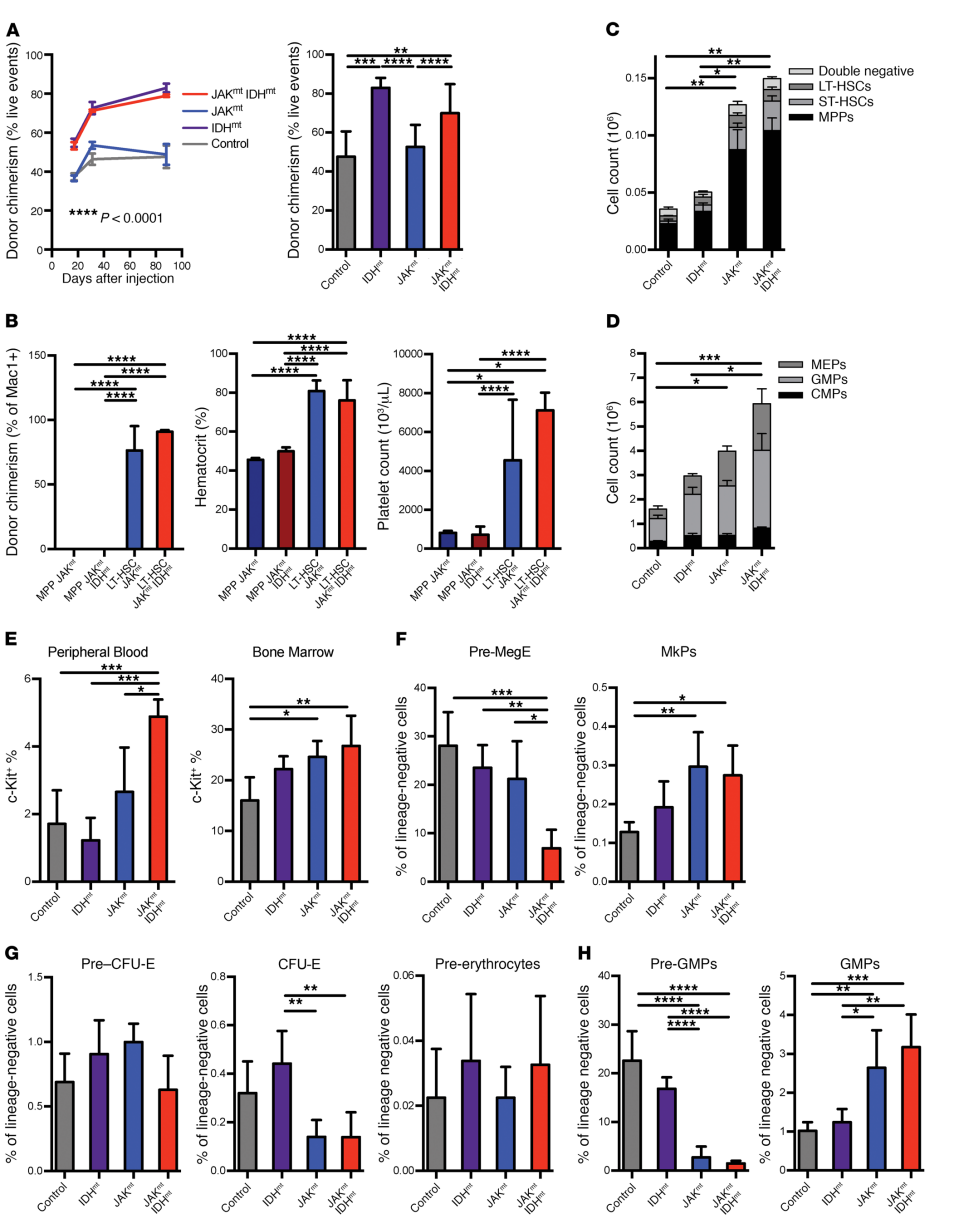
Combined mutant mice have expanded pathological stem and progenitor cell populations. (**A**) Peripheral blood donor chimerism of competitive transplants with *Idh2*^R140Q^ *Jak2*^V617F^ bone marrow over time (*n* = 5/group) and at 12 weeks (*n* = 5–50/group). (**B**) Peripheral blood chimerism, hematocrit levels, and platelet counts in recipients of bone marrow sorted for MPP or LT-HSC LSK populations, 15 weeks after injection (*n* = 5/group). (**C**) Total number of LSK cells and (**D**) total number of myeloprogenitor cells in bone marrow from primary *Idh2*^R140Q^ *Jak2*^V617F^ mice and controls according to stem cell/progenitor compartment as measured by FACS (*n* = 4–5/group). (**E**) Stem cell populations as measured by FACS in peripheral blood and bone marrow from primary *Idh2^R140Q^ Jak2^V617F^* mice, expressed as a percentage of lineage-negative cells. (**F**) MkP cell populations, (**G**) erythrocytic progenitor cell populations, and (**H**) granulocytic progenitor cell populations as measured by FACS in bone marrow from primary *Idh2^R140Q^ Jak2^V617F^* mice, expressed as a proportion of lineage-negative cells (*n* = 4–5/group). Multiple comparisons were performed using an ordinary 1-way ANOVA with Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Figure 3:**
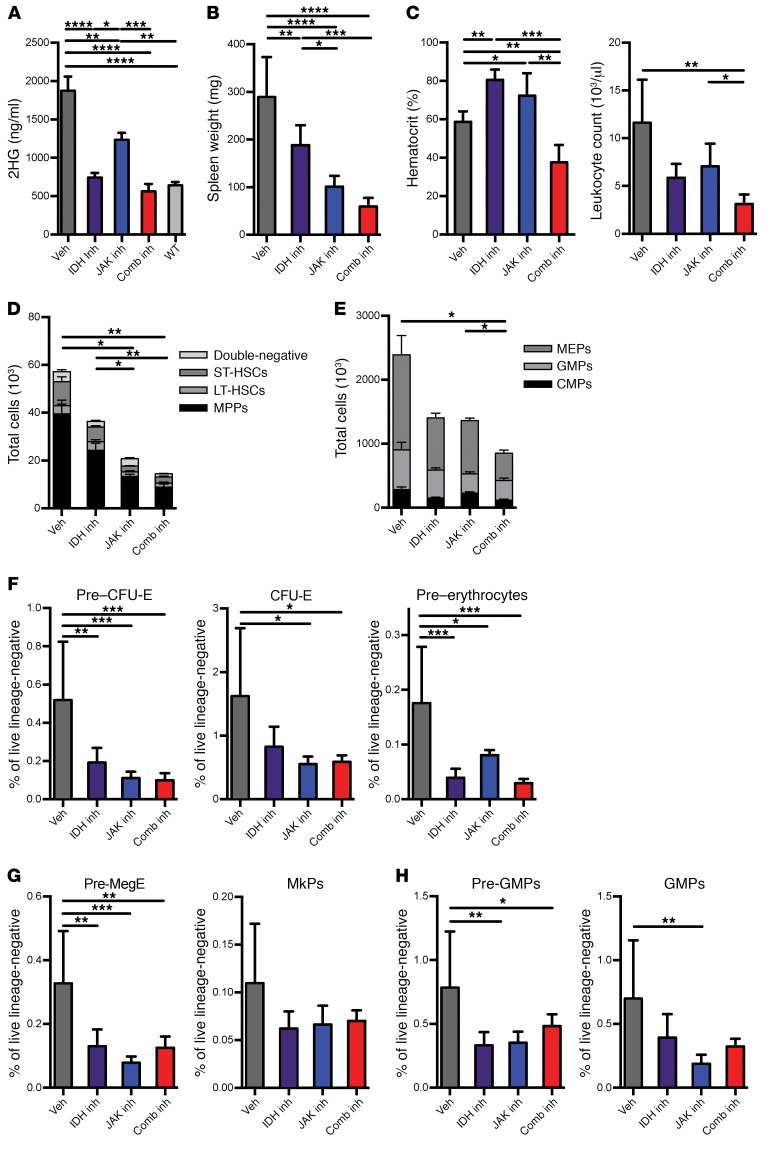
Treatment of combined mutant mice results in the resolution of disease phenotype. (**A**–**H**) Disease phenotype in transplant recipients of *Idh2*^R140Q^ *Jak2*^V617F^ bone marrow treated with targeted inhibitors at sacrifice after 4 weeks of treatment (*n* = 7–10/group). (**A**) 2HG levels in plasma, (**B**) spleen weights, (**C**) hematocrit levels and leukocyte counts, (**D**) total LSK cells classified by compartment, (**E**) total myeloprogenitors classified by compartment, (**F**) erythrocytic progenitors, (**G**) MkPs, and (**H**) granulocytic progenitors as measured by FACS. Multiple comparisons were performed using an ordinary 1-way ANOVA with Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. Paired *t* tests were used to determine 2-tailed significance for comparison of results in mice before and after treatment. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Comb, combined; inh, inhibitor; Veh, vehicle.

**Figure 4:**
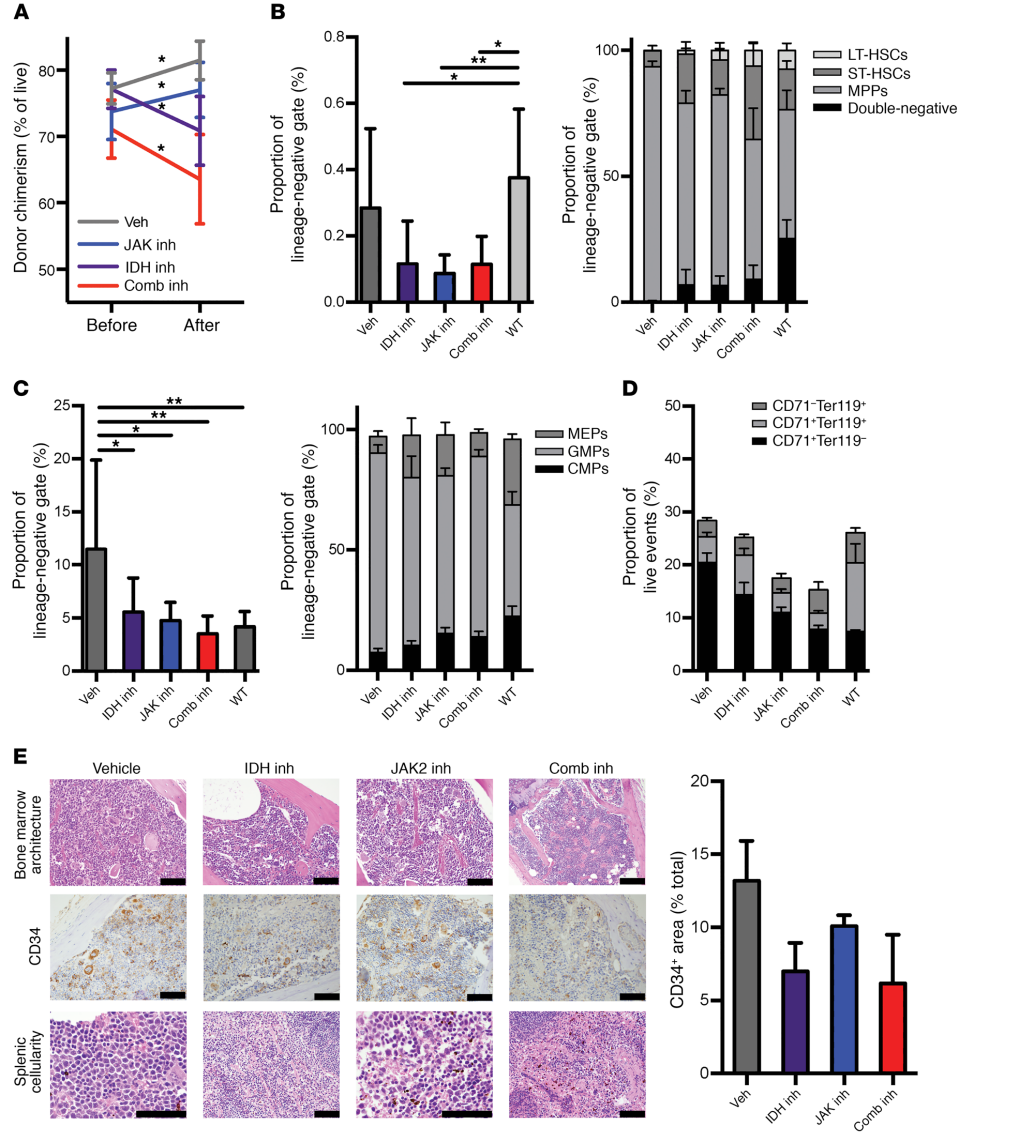
Treatment of combined mutant mice results in reduced disease chimerism. (**A**) Paired evaluation of donor chimerism in peripheral blood of *Idh2*^R140Q^ *Jak2*^V617F^ bone marrow recipients before and after treatment with targeted inhibitors for 4 weeks (*n* = 7/group). (**B**–**D**) Stem cell phenotype within the donor (CD45.2^+^) compartment of *Idh2*^R140Q^ *Jak2*^V617F^ bone marrow recipients treated with targeted inhibitors (*n* = 10/group). (**B**) Total LSK compartments expressed as a proportion of the total lineage-negative gate and as proportions of LSK subcompartments. (**C**) Total myeloid progenitors expressed as a proportion of the total lineage-negative gate and as proportions of LSK subcompartments. (**D**) Erythroid progenitors expressed as proportions of early-, middle-, and late-maturity cells. (**E**) Representative images of bone marrow morphology with dilatations, CD34 immunohistochemical staining in the bone marrow with digital quantification of staining (graph), and splenic cell/blast morphology in *Idh2*^R140Q^ *Jak2*^V617F^ bone marrow recipients treated with targeted inhibitors. Scale bars: 200 μm. Multiple comparisons were performed using an ordinary 1-way ANOVA with Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. Paired *t* tests were used to determine 2-tailed significance for comparison of results in mice before and after treatment. *P < 0.05, and **P < 0.01.

**Figure 5:**
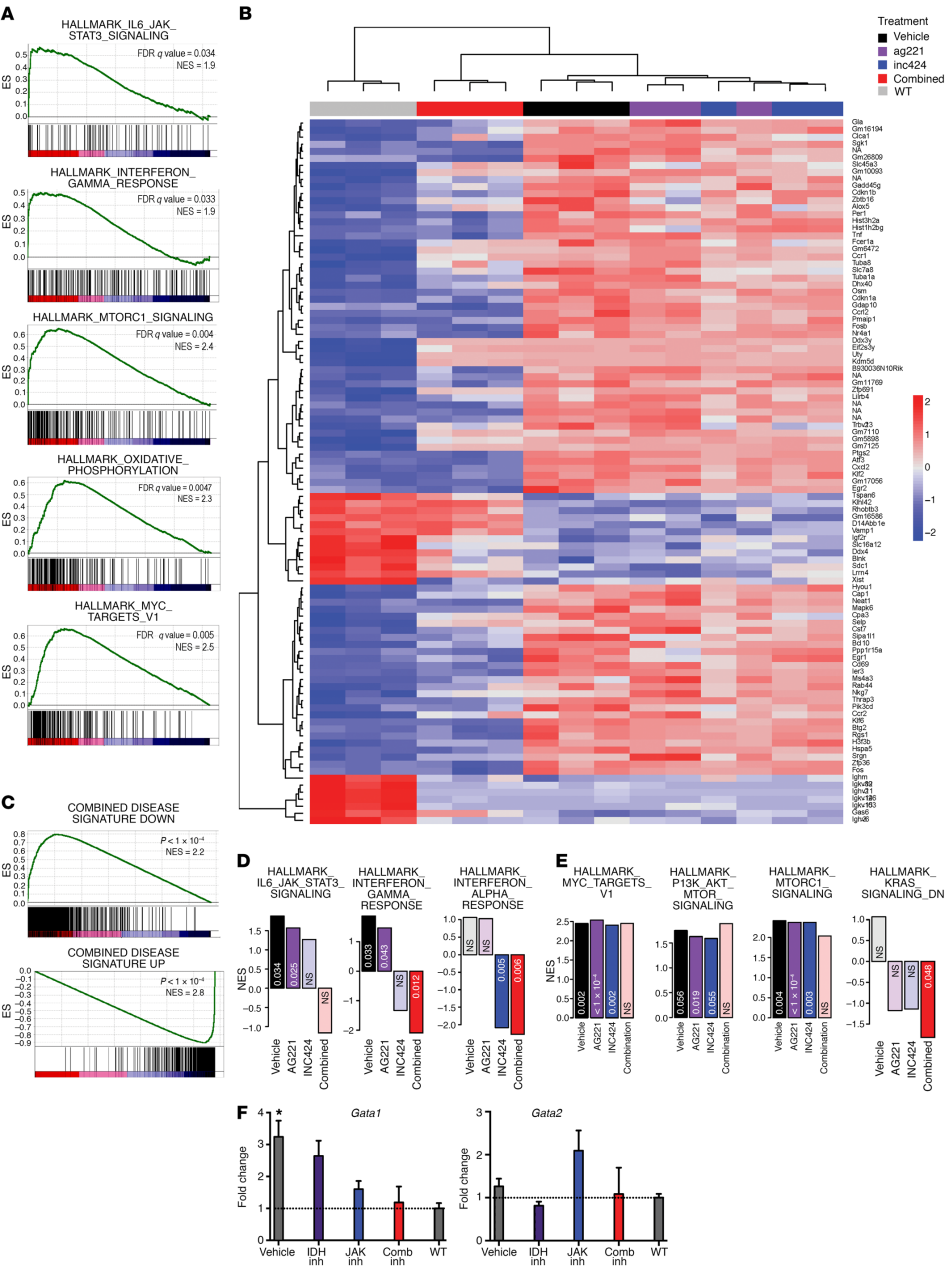
Expression in donor-derived (CD45.2^+^) LSK cells by RNA-seq defines the gene set of combined mutant disease, and treatment eradicates this expression profile. (**A**–**E**) RNA-seq analysis of donor derived (CD45.2^+^) LSK cells in *Idh2*^R140Q^ *Jak2*^V617F^ bone marrow recipients treated with targeted inhibitors (*n* = 3/group). (**A**) Significantly enriched Hallmark GSEA in comparative expression patterns comparing vehicle/diseased mice to WT. (**B**) Clustering of all treated mice depicting comparative phylogeny of samples and relative expression of the 100 most significantly differentially expressed genes. (**C**) Examination of genes differentially expressed between combined treatment mice and vehicle-treated mice using a gene set defined according to genes differentially expressed between WT and vehicle-treated mice. (**D** and **E**) Calculated normalized enrichment score (NES) values (*y* axis) and FDR (*x* axis) of curated Hallmark GSEA showing the level and significance of enrichment in each treatment group compared with WT examined for enrichment in curated Hallmark GSEA lists related to JAK/STAT signaling. Statistically significantly non-zero NES values are depicted in bright colors, while nonstatistically significant NES values are depicted in pastel colors. (**D**) Hallmark GSEA highlighting several pathways related to JAK/STAT signaling and (**E**) several oncogenic pathways. (**F**) Quantitative PCR for *Gata1* and *Gata2* expression performed on sorted MEPs from drug-treated mice. See Methods for details on the statistical methods used for the bioinformatics analysis in **A** and **C**. Multiple comparisons were performed using an ordinary 1-way ANOVA with Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. *P < 0.05.

**Figure 6:**
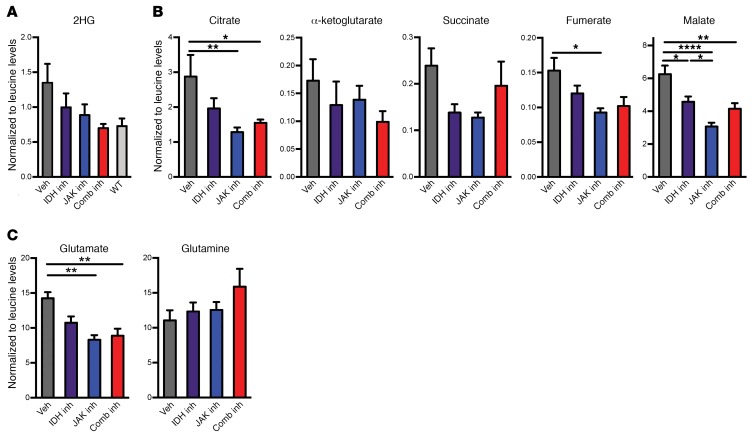
Treatment of combined mutant bone marrow with combined inhibitors perturbs pools of metabolic products. (**A**–**C**) MS analysis of metabolites from whole–bone marrow aspirate cells from treated and WT mice, normalized to leucine levels. (**A**) 2HG levels, (**B**) citrate, α-ketoglutarate, succinate, fumarate, and malate levels, and (**C**) glutamate and glutamine levels. Multiple comparisons were performed using an ordinary 1-way ANOVA with Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. *P < 0.05, **P < 0.01 and ****P < 0.0001.

**Figure 7:**
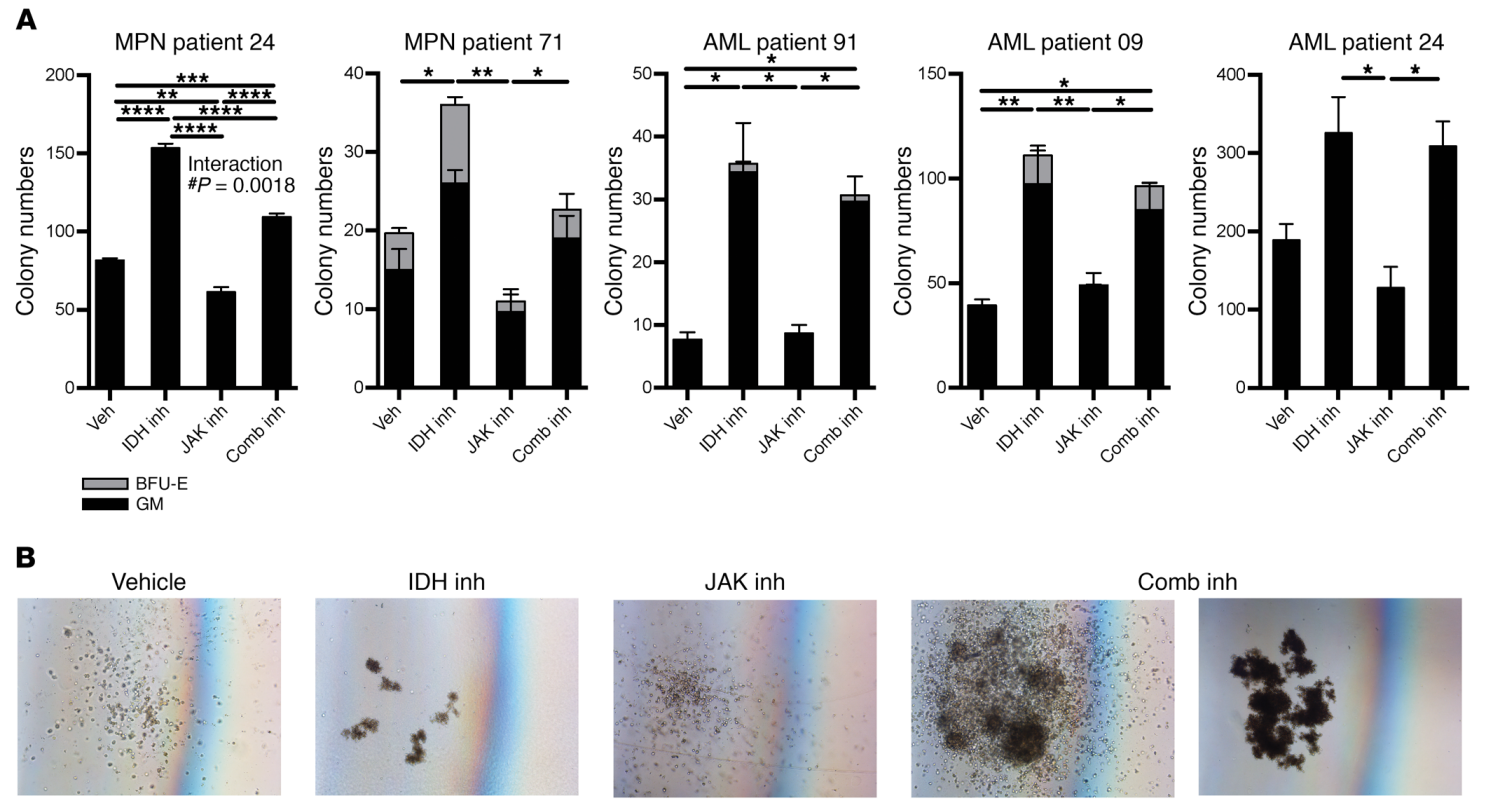
Human *IDH2^R140Q^ JAK2^V617F^* MPN and AML samples in methylcellulose respond to IDH inhibitor therapy with a differentiation phenotype by morphology. (**A**) Colony counts of cultured cells classified by colony morphology including GM and BFU-E colonies. Multiple comparisons were performed using an ordinary 1-way ANOVA, using Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by 2-way ANOVA. (**B**) Representative images of colonies taken during culturing of cells from MPN patient 71. Magnification ×4. Expression levels of cell-surface markers on cultured cells after therapy as measured by mean fluorescence intensity (MFI) using FACS antibodies: (**C**) CD117, (**D**) CD235a, (**E**) CD14.

**Figure 8:**
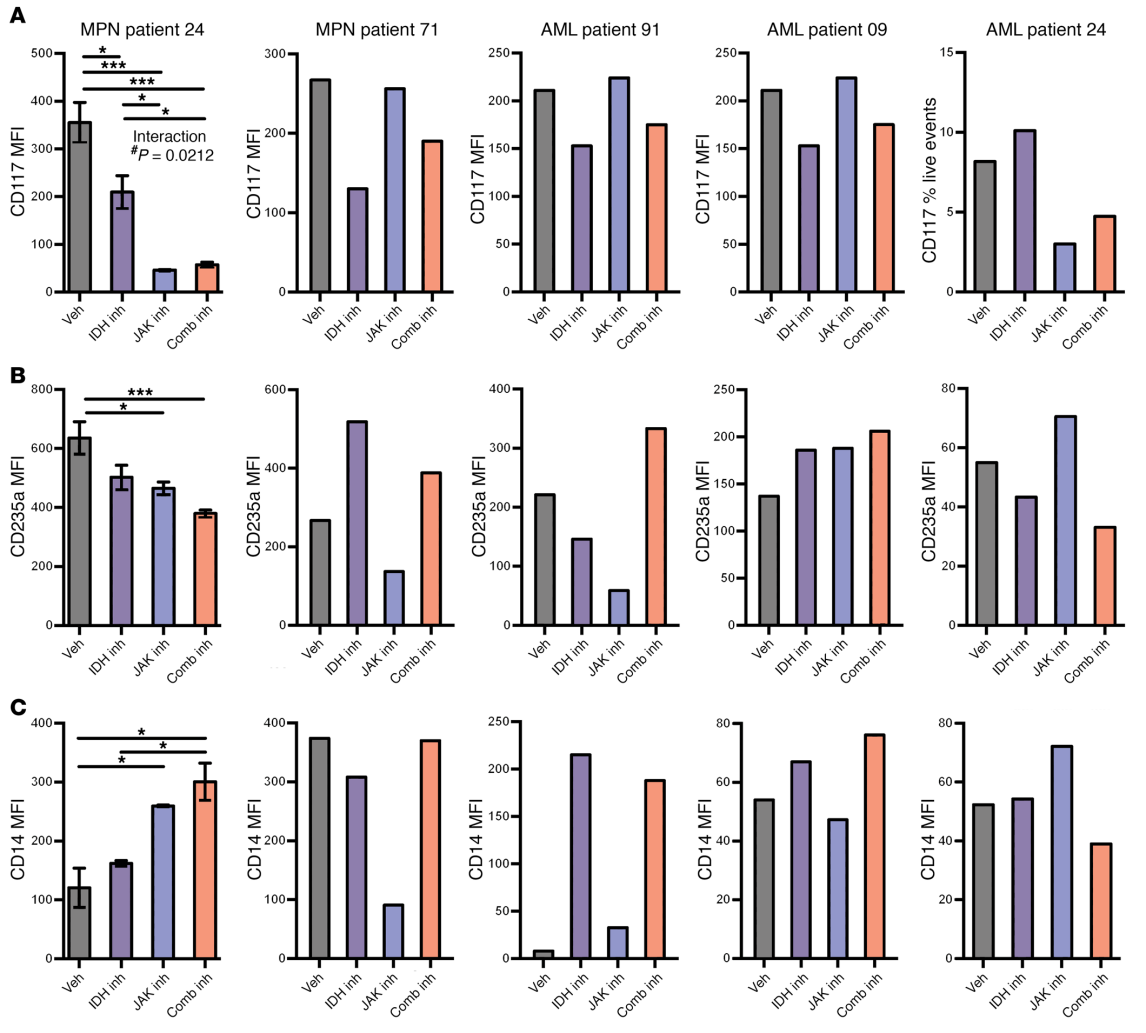
Human *IDH2^R140Q^ JAK2^V617F^* MPN and AML samples in methylcellulose respond to IDH inhibitor therapy with a differentiation phenotype by cell-surface marker measurement. (**A**–**C**) Expression levels of cell-surface markers on cultured cells after therapy as measured by mean fluorescence intensity (MFI) using the following FACS antibodies: (**A**) CD117, (**B**) CD235a, and (**C**) CD14. Multiple comparisons were performed using an ordinary 1-way ANOVA with Tukey’s correction for post-hoc comparisons and multiplicity-corrected *P* values. *P < 0.05, **P < 0.01, and ***P < 0.001. *P* value in **A** obtained by 2-way ANOVA.

**Table 1:**
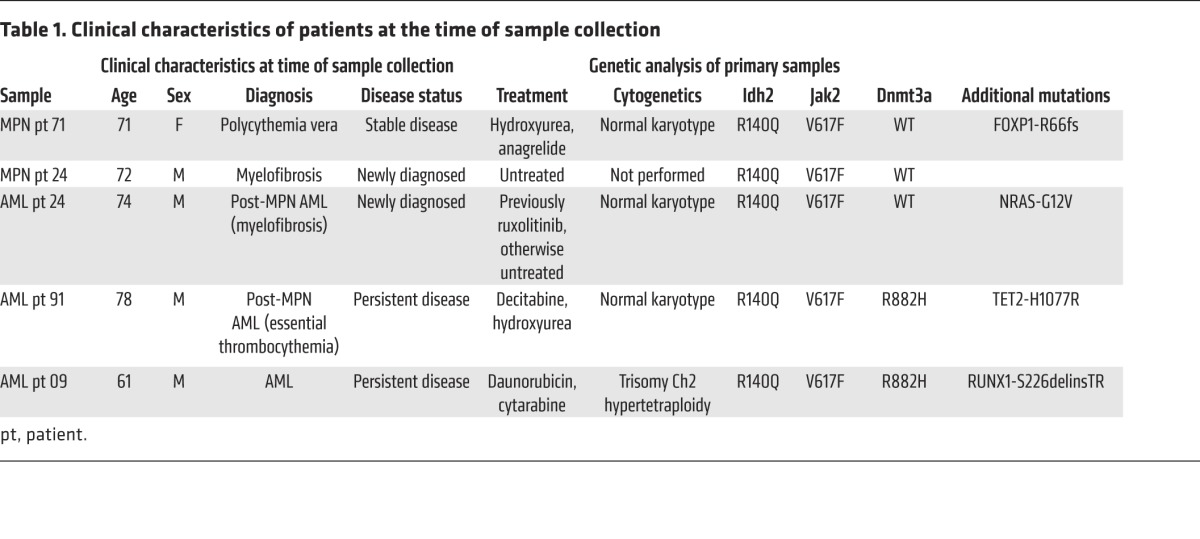
Clinical characteristics of patients at the time of sample collection

How the deposited data were processed for this re-analysis (not part of the article)

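LSK cells were measured by RNA sequencing in 15 libraries, 3 from WT mice and 3 each from mice that had received JAK2/IDH2-mutant cells and were given vehicle, AG221, ruxolitinib or combined treatment. The paper gives 3 replicates per group and does not say whether a library came from 1 mouse or from pooled cells. The groups were taken from the sample labels, which name the condition and the replicate of every library.

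The authors deposited the raw counts of reads per Ensembl gene, which they made by aligning paired-end reads to the mm10 genome with STAR under default parameters and counting with its own counting mode. The authors also deposited a table of DESeq2 normalized counts, a signal that equals the raw counts divided by a single size factor per library, and this table was checked against the raw counts and not used further. Neither the Ensembl release nor the strand setting of the counting is stated in the paper's text.

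The table holds 45232 gene IDs and no line for reads outside genes. Symbols, coordinates (GRCm38), transcript GC content and length came from GENCODE mouse release 21 (Ensembl release 96), which matched 44585 IDs and left 647 without a symbol. Of 37904 genes with at least 1 count, 17834 passed edgeR's filterByExpr by group and were tested, among them 608 genes on chromosomes X and Y and 104 immunoglobulin and T cell receptor genes. Counts were normalized by TMM, and log2 CPM used a prior count of 2.

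All 15 libraries entered a single quasi-likelihood fit with 5 groups and no covariates (edgeR 4.0.16 in R 4.3.3). The comparisons were each mutant group against WT, each treatment against vehicle, combined treatment against each monotherapy, and the departure of combined treatment from the sum of both monotherapy changes. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The disease signature held the genes called at 0.0001, the threshold of the paper's custom gene sets. Its reversal, and the genes of one treatment in another comparison, were tested with fgsea 1.28.0 on genes ranked by the signed square root of the F statistic, with 10000 permutations and sets of at least 3 genes. Because these comparisons share the vehicle libraries, all 15 libraries were simulated 30 times, each gene on its own, with the treated groups at the vehicle mean. Each measure was also computed with the vehicle libraries of both comparisons kept apart. There, the sets from treatment comparisons were the genes with the smallest p-values in each direction, as many as were called with all libraries. Genes were ranked there by the mean log2 CPM of the treated group minus that of the vehicle library kept apart.

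The Hallmark lists were not available, so gene lists written from general knowledge stood in for them. They cover JAK/STAT targets, the interferon-gamma and interferon-alpha responses, oxidative phosphorylation, MYC targets and mTORC1 output. One more pathway list entered the adjustment and is not reported here. Further lists cover immediate early, heat shock, glucocorticoid-induced, Y-linked and X-inactivation genes and marker genes of B-lineage, plasma, T and NK, erythroid, megakaryocyte, mast and basophil, neutrophil, monocyte and dendritic, and stem cells. Lists were tested with camera at an inter-gene correlation of 0.01 on log2 CPM (limma 3.58.1), with Benjamini-Hochberg adjustment over the 49 pathway tests and, apart from those, over the tests of the further lists. The direction of a list test is that relative to the other genes and can differ from the sign of the list's mean. A list with fewer than 3 tested genes was not tested. Single values of 3 against 3 libraries were compared with exact two-sided permutation tests, whose smallest p-value is 0.1.

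Genes are named by a fixed rule. They are the genes that the article names in its text or labels in Fig. 5B, members of the lists, and, for vehicle against WT and each treatment against vehicle, the 5 genes with the smallest adjusted p-values in each direction among those whose groups do not overlap. The rule, the lists, the tests and most alternatives were fixed before the data were examined.

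The alternatives were DESeq2 1.42.0 with its default settings, RLE and upper quartile normalization, no filter beyond 1 count, at least 10 counts in every library, a fit of only the groups compared, and leaving out the genes on chromosomes X and Y, the immunoglobulin and T cell receptor genes, the immediate early genes or each library in turn. Thresholds of 0.0001 or of at least 2-fold, a signature at 0.05, vehicle libraries kept apart, Euclidean distance, the 1000 most variable genes and a prior count of 0.5 were also tried. For the lists, fry, fgsea, Reactome pathways (interleukin-6, interferon-gamma, interferon-alpha/beta, respiratory electron transport and mTORC1 signaling) and lists without the genes labelled in Fig. 5B were tried. GC content offsets per library (a lowess fit with a span of 0.3), scaling of log2 CPM per gene, an inter-gene correlation estimated from the data, the 100-gene distance without both X and Y and immediate early genes, and the list means under other normalizations were chosen after seeing the data. The comparison of AG221 and ruxolitinib genes with combined treatment, and its threshold of 0.0001 in DESeq2, were added then as well.

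The total counts give a limit of 3 counts per library for a gene without reads, and this covers counting error only. The model was tested on simulated data drawn from the real means and library sizes. Of 200 changed genes among 17529, 89.5% were recovered and 6.77% of the calls were genes without change, against 96.5% and 26.3% with DESeq2. A list of 100 unchanged genes had an NES of 0.794 where the raised and lowered genes had 3.82 and -3.87. Figures were drawn with matplotlib.

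The experiments without RNA sequencing, the Tet2-mutant cells among them, have no tables here and were left out. Reads were not realigned, and no Gata1 or Gata2 value of the paper's sorted progenitors was recomputed, since its samples were not sequenced here.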

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

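Every test in this part was chosen only after its result had been seen, apart from those of donor sex in the WT libraries and of the sum of both drug effects.

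A first result is a difference between groups. Relative to the sum of the AG221 and ruxolitinib changes, combined treatment departed in 1502 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5700 departed at an unadjusted p-value under 0.05. Of the 1502 genes 999 lay above the sum and 503 below it, while upper quartile normalization gave 1162 above and 1962 below. The libraries of the 4 mutant groups were also split in other ways, and of 100 such splits, the real one included, 2 gave as many genes, the other with 1922. The median of the other splits was 0 genes, with a median of 711 at an unadjusted p-value under 0.05. The count rested on single libraries, with 6087 genes without A9, 172 without A3, 103 without A4, 93 without A8, 96 without A10, 218 without A16, 88 without A17, 61 without B24 and 44 without B25. GC content offsets, which moved other counts, left 2072 genes and so argue against a GC trend as the whole cause. Depth differed, with a median of 21555836 counts in the combined and 27500426 in the vehicle libraries, and its effect on this count was not tested. The combined group is the only mutant group whose libraries carry the letter B. Drug effects that add up leave no departure on their own. An interaction of the drugs and a batch behind the letter cannot be told apart here, because no combined library carries the letter A. An interaction of both drugs in the cells stays possible in this design and was not tested apart from the batch.

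The paper states that its samples came from male and female mice, without the sex of the donors in each group, and the Y-linked genes, which it does not discuss, gave a signal above the WT level. Their summed expression was 284.7 CPM in the lowest mutant library and 511 CPM in the highest, against 0.134 CPM in the highest WT library. Xist was at 455 CPM or more in the WT libraries and at 19.5 CPM or less in the mutant libraries. Donors of different sex are a candidate explanation, and the lowest mutant value of 284.7 CPM is what it needs. Reads shared with X-linked paralogs are argued against, since the WT libraries express those paralogs and had at most 0.134 CPM. All 4 Y-linked genes were called between vehicle and WT, all 4 are labelled in Fig. 5B, and 0 were above 1 CPM in WT. The X-inactivation list holds 2 genes, 1 of them labelled in Fig. 5B, which was too few to test, and its mean was -4.46 ± 0.499 in vehicle relative to WT (log2 CPM, SD, n = 3). Of the genes called between vehicle and WT, 219 are on X or Y, 3.69% of the calls against 3.41% of the tested genes. For the 1477 genes that were called between vehicle and WT and moved back with combined treatment, sex does not account for the move back. Every library of combined treatment and vehicle has Y-linked counts. Their difference between vehicle and WT can still hold an effect of sex. A batch behind the letter could also give the move back, because WT and combined libraries share the letter B. For 4277 autosomal genes called between vehicle and WT and not moved back, sex and the mutations cannot be told apart, since no WT library has Y-linked counts above 0.134 CPM and every mutant library does. An effect of the JAK2 and IDH2 mutations, or of the transplantation, on those genes stays open and was not tested.

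Genes of antibody-secreting cells, outside those the paper discusses, were above the mutant level in WT libraries. A candidate explanation for the immunoglobulin genes among the lower genes is RNA of plasma cells in the WT libraries. It needs the other genes of those cells to be high as well, and the 8 plasma cell genes that are not immunoglobulins had a median log2 fold change of -4.23 between vehicle and WT, with the 1 gene at the limit in every vehicle library taken at its bound. Jchain went from 611 CPM in WT to 12.5 CPM in vehicle, Sdc1 from 45.1 to 2.62 CPM and Xbp1 from 185.9 to 100.1 CPM, so that Xbp1, which many cells express, changed least of these. The list of 12 plasma cell genes had a mean log2 fold change of -4.68 (camera, Benjamini-Hochberg adjusted p = 4.81e-05, and 0.000107 under fry), with 10 genes called. Its mean lay between -4.12 and -3.62 in the vehicle libraries and between -0.66 and 0.74 in the WT libraries, lower in 3 of 3 vehicle libraries (exact permutation test, two-sided p = 0.1). All 12 genes were above 1 CPM in WT, 1 is labelled in Fig. 5B and 1 belongs to another list. The 17 B-lineage genes had a mean of -2.74 (camera, Benjamini-Hochberg adjusted p = 4.59e-05, and 0.000516 under fry), with 10 called. A lower number of cells with lymphoid expression among the mutant LSK cells stays open and was not tested.

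Neutrophil genes, which the paper does not discuss, were higher with AG221 than with vehicle by a mean log2 fold change of 1.34 (camera, Benjamini-Hochberg adjusted p = 9.38e-06, and 0.0344 under fry). The mean was 1.39 under RLE and 1.53 under upper quartile normalization. Of the 13 genes 1 was called and 7 had an unadjusted p-value under 0.05, all 13 were above 1 CPM in WT, 1 belongs to another list and 0 are labelled in Fig. 5B. Relative to WT, the list lay between 2.37 and 2.82 in the AG221 libraries and between 0.40 and 1.41 in the vehicle libraries, higher in 3 of 3 (exact permutation test, two-sided p = 0.1). From vehicle to AG221, Mpo went from 6669 ± 1360 to 11210 ± 1040 CPM, Elane from 1826 ± 1140 to 4306 ± 578 CPM and S100a8 from 50.8 ± 34.4 to 159.8 ± 10.4 CPM (SD, n = 3 each), log2 fold changes of 0.75, 1.24 and 1.65. The 10 most abundant genes took 4.15% to 4.71% of the counts with AG221 and 3.25% to 3.89% with vehicle, too little to shift the other genes much. A lower share of stem and progenitor cells in the AG221 libraries, taken up by all other cell types, would raise the markers of those types alike. The monocyte and dendritic list rose by a mean log2 fold change of 0.50 (camera, Benjamini-Hochberg adjusted p = 0.00903, and 0.115 under fry, 1 called), with all AG221 libraries above all vehicle libraries (exact permutation p = 0.1, two-sided), and the stem cell list fell by -0.51 (0.0814 and 0.313, 0 called), with libraries that overlap (exact p = 0.5), and both go with it. The megakaryocyte list fell by -0.49 (camera, Benjamini-Hochberg adjusted p = 0.0722, and 0.182 under fry, 0 called), where a rise is needed. Relative to WT, it was 0.17 ± 0.147 in the AG221 and 0.63 ± 0.165 in the vehicle libraries (log2 CPM, SD, n = 3 each, exact permutation p = 0.1, two-sided). The neutrophil and megakaryocyte lists thus moved apart by more than their spread, which argues against an even rise of all other cell types. A lower share of stem and progenitor cells taken up by some cell types only stays open. With combined treatment the neutrophil list was -0.69 from vehicle and departed from the sum of both drugs by -2.85 (camera, Benjamini-Hochberg adjusted p = 1.55e-08, and 0.00409 under fry). With ruxolitinib the neutrophil list was 0.82 above vehicle (camera, Benjamini-Hochberg adjusted p = 6.79e-05, and 0.272 under fry, 0 called), with libraries that overlap (exact permutation p = 0.4, two-sided) and A14 at 2.89 above every AG221 library, so that the rise was not seen with AG221 alone. An effect of either drug on these genes, and neutrophils or their precursors in the libraries, stay open and were not tested.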

How the results depend on the processing

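Among the tests here, those of the AG221 and ruxolitinib genes in combined treatment (with DESeq2 genes called at 0.0001), the GC content offsets, the inter-gene correlation estimated from the data, the list means under RLE and upper quartile normalization, and the 100-gene distance without both X and Y and immediate early genes were chosen only after the results had been seen. The raised disease genes kept a negative NES and their call in all 7 alternatives with ruxolitinib (-3.02 to -1.60) and in all 6 with combined treatment (-3.65 to -2.89), and in each fit without 1 library (-2.95 to -2.21 and -3.37 to -2.49). Genes lowered by combined treatment stayed lowered and called with ruxolitinib (-3.33 to -1.92). Camera at a correlation of 0.01, fry, fgsea permutation and Reactome tests alike called oxidative phosphorylation against WT in all 4 mutant groups, with a largest adjusted p-value of 0.00783 (fry, Benjamini-Hochberg). In the 6 alternatives that apply to it other than an estimated correlation, MYC, which has no Reactome stand-in, kept its call against WT for vehicle, AG221 and ruxolitinib, with adjusted p-values up to 0.00804 (fry, Benjamini-Hochberg). Against vehicle, the JAK/STAT, IFN-γ and IFN-α lists kept theirs with ruxolitinib in the 7 other than that one, with adjusted p-values up to 0.0295 (fry, Benjamini-Hochberg). Leaving out the immunoglobulin and T cell receptor genes left all 10 gene counts within 1.5 times, and the number of list tests called ranged from 20 to 34 of 42 around 29, and was 0 with the correlation between genes estimated from the data.

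Comparison results that kept direction and side of the threshold, or a value within its limits, numbered 90 under RLE, 62 with GC offsets, 50 with at least 10 counts, 39 without the Fig. 5B genes, 35 under fry, 36 under fgsea and 13 with an estimated correlation. They were 29 under upper quartile normalization, 28 without X and Y genes, 19 without immediate early genes, 15 with Reactome pathways, 14 with DESeq2, 9 without a filter and 7 with the vehicle libraries kept apart. Fewer were left with the groups compared alone (5), a 2-fold minimum (5), Euclidean distance (5), a prior count of 0.5 (5), the signature at 0.05 (4), DESeq2 genes at 0.0001 (3), the 1000 most variable genes (2) and the distance without both gene groups (2). No gene count stayed within 1.5 times at a threshold of 0.0001. Single genes that kept direction and call numbered 102 under RLE, 96 under upper quartile normalization, 96 with GC offsets, 98 without immunoglobulin and T cell receptor genes, 93 without X and Y genes, 94 without a filter, 91 with DESeq2, 84 with at least 10 counts and 84 with the groups compared alone. DESeq2 added 11 calls, the filter of 10 counts 4, and no filter 6 while 2 were lost. Fits of the groups compared alone lost 15 and added 1, and upper quartile normalization and GC offsets each lost 1 and added 3. Without 1 library, 378 comparison values and 539 of single genes held, and of the single genes 74 weakened and 9 gained a call. Among comparison values, 17 weakened, 15 gained a call, 65 moved and 20 turned.

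At an adjusted p-value under 0.05 (Benjamini-Hochberg), the genes called numbered 5937 for vehicle against WT, 176 for AG221 against vehicle, 3 for ruxolitinib against vehicle, 2226 for combined against vehicle, 9040 for AG221 against WT, 5759 for ruxolitinib against WT, 579 for combined against WT, 5917 for combined against AG221, 2217 for combined against ruxolitinib and 1502 for the departure from additivity. At 0.0001, fewer genes pass by construction. The counts were then 0 for AG221 against vehicle (4498 at an unadjusted p-value under 0.05), 103 for AG221 against WT (91 higher, 12 lower), 13 for combined against AG221 (0 higher, 13 lower), 3 for combined against ruxolitinib (0 higher, 3 lower) and 17 for combined against vehicle (0 higher, 17 lower). They were 14 for combined against WT (11 higher, 3 lower), 0 for the departure from additivity (5700 at an unadjusted p-value under 0.05), 0 for ruxolitinib against vehicle (813 at an unadjusted p-value under 0.05), 33 for ruxolitinib against WT (25 higher, 8 lower) and 46 for vehicle against WT (40 higher, 6 lower). A 2-fold minimum, which also removes genes by construction, left 62 for AG221 against vehicle (23 higher, 39 lower), 5739 for AG221 against WT (1567 higher, 4172 lower), 3335 for combined against AG221 (2668 higher, 667 lower), 2942 for ruxolitinib against WT (646 higher, 2296 lower) and 3321 for vehicle against WT (617 higher, 2704 lower). At least 10 counts in every library, which tests fewer genes, gave 906 for AG221 against vehicle (597 higher, 309 lower), 274 for combined against WT (106 higher, 168 lower), 2485 for the departure from additivity (1231 higher, 1254 lower) and 3406 for vehicle against WT, and a signature of 21 genes. Slopes of the disease genes rose there to 0.0789 with AG221, 0.733 with combined treatment and 0.184 with ruxolitinib, and the raised disease genes lost their call with AG221 (NES -1.57 to -1.28, fgsea permutation p = 0.152). JAK/STAT (0.0696 in AG221 against vehicle) and mTORC1 (0.482 in combined against WT) lost their camera call and IFN-α (0.0456 in AG221 against WT and 0.0489 in vehicle against WT) and IFN-γ (0.0407 in combined against WT) gained one (adjusted p, Benjamini-Hochberg). The direction turned for oxidative phosphorylation (0.874 in combined against vehicle) without a call (camera, Benjamini-Hochberg), and for Cox5a in vehicle against WT (0.016 to -0.096) and Gata1 in AG221 against vehicle (-0.017 to 0.0048). DESeq2 called 2306 for AG221 against vehicle, 1804 for combined against WT, 3632 for the departure from additivity and 50 for ruxolitinib against vehicle (6 higher, 44 lower), and its signature held 786 genes. The lowered disease genes became called with AG221 (NES 1.30 to 1.90, fgsea permutation p = 6.91e-13) and with ruxolitinib (1.27 to 2.41, p = 3.46e-38), and the raised genes turned to an NES of 1.16 with AG221 (p = 0.0670). DESeq2's slopes were 0.281 with AG221, 0.455 with combined treatment and 0.314 with ruxolitinib, and Gata1 in AG221 against vehicle (-0.017 to 0.026) turned. Leaving out the filter gave 17 for ruxolitinib against vehicle (2 higher, 15 lower), and Gata1 in AG221 against vehicle (-0.017 to 0.014) turned. Fits of the groups compared alone, which hold fewer libraries, called 0 for AG221 against vehicle (2501 at an unadjusted p-value under 0.05), 3788 for combined against AG221, 1788 for combined against WT (630 higher, 1158 lower), 167 for the departure from additivity (42 higher, 125 lower) and 0 for ruxolitinib against vehicle (453 at an unadjusted p-value under 0.05), and Cox5a in vehicle against WT (0.016 to -0.021) turned. Apart from the thresholds and the size of the fits, the cause was not tested.

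Upper quartile normalization moved the median log2 fold change of all genes from that under TMM by more than 0.1 in 6 comparisons. It was 0.18 against -0.0065 for AG221 against vehicle, -0.18 against 0.11 for combined against AG221 and -0.24 against 0.069 for the departure from additivity, and -0.16 against 0.038 for combined against WT, -0.075 against 0.037 for combined against vehicle and -0.11 against 0.014 for combined against ruxolitinib. The counts became 738 for AG221 against vehicle (571 higher, 167 lower) and 3124 for the departure from additivity (1162 higher, 1962 lower). Directions shifted within counts of similar size to 1306 higher and 3586 lower for vehicle against WT, 1711 higher and 3320 lower for ruxolitinib against WT, 102 higher and 539 lower for combined against WT and 2671 higher and 4359 lower for combined against AG221. Cox5a in vehicle against WT (0.016 to -0.092), Gata1 in AG221 against vehicle (-0.017 to 0.20) and Gata1 in combined against vehicle (0.044 to -0.071) turned. The list mean changed sign for IFN-γ (-0.013 to 0.15 in AG221 against vehicle), JAK/STAT (0.00089 to -0.085 in ruxolitinib against WT), mTORC1 (-0.12 to 0.065 in AG221 against vehicle and 0.13 to -0.073 in combined against WT) and oxidative phosphorylation (0.047 to -0.067 in combined against vehicle). It moved beyond the SD of the replicates for IFN-α (-0.21 to -0.022 in AG221 against vehicle, -0.996 to -1.12 in combined against vehicle, -1.35 to -1.55 in combined against WT and -1.32 to -1.39 in ruxolitinib against WT), IFN-γ (-0.53 to -0.73 in combined against WT) and JAK/STAT (-0.75 to -0.86 in combined against vehicle and -0.035 to -0.24 in combined against WT), and for mTORC1 (-0.30 to -0.41 in combined against vehicle, -0.14 to -0.12 in ruxolitinib against vehicle and 0.29 to 0.22 in ruxolitinib against WT), MYC (0.12 to 0.31 in AG221 against vehicle, 0.66 to 0.76 in AG221 against WT and 0.40 to 0.20 in combined against WT) and oxidative phosphorylation (0.36 to 0.54 in AG221 against vehicle, 0.83 to 0.93 in AG221 against WT and 0.53 to 0.32 in combined against WT). By construction a scaling factor moves each gene of a library alike, so these moves lay close to the median shifts. RLE turned the mean of IFN-γ (-0.013 to 0.034 in AG221 against vehicle), Gata1 in AG221 against vehicle (-0.017 to 0.035) and the uncalled JAK/STAT (0.991 in combined against WT) by camera with Benjamini-Hochberg adjustment. It moved the means of mTORC1 (0.29 to 0.33 in ruxolitinib against WT) and oxidative phosphorylation (0.36 to 0.40 in AG221 against vehicle and 0.83 to 0.90 in AG221 against WT). With the GC offsets, the counts were 422 for AG221 against vehicle, with 3795 higher and 2886 lower for vehicle against WT, 5226 higher and 4166 lower for AG221 against WT, 2842 higher and 3710 lower for combined against AG221 and 1147 higher and 925 lower for the departure from additivity, and the signature held 71 genes. For ruxolitinib against WT the offsets gave 3723 higher and 2546 lower. Combined treatment's slope was 0.364, and the lowered disease genes became called with ruxolitinib (NES 1.27 to 1.53, fgsea permutation p = 0.0475). Camera calls were lost for mTORC1 (0.207 in combined against WT) and gained for mTORC1 (0.00775 in ruxolitinib against vehicle) after Benjamini-Hochberg adjustment, and Gata1 in AG221 against vehicle (-0.017 to 0.18), Gata1 in combined against vehicle (0.044 to -0.095) and Klf6 in combined against WT (-0.059 to 0.037) turned. Beyond the shift of the medians, the cause was not tested.

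Without X and Y genes, the slope with combined treatment was 0.471, and the distance to WT as a ratio to vehicle's went from 0.747 to 0.631 for combined over 100 genes and 0.905 to 0.876 for ruxolitinib over 100 genes. Without the immediate early genes, the slope was 0.235 and the raised disease genes lost their call with AG221 (NES -1.57 to -1.07, fgsea permutation p = 0.349). Leaving out both groups gave a ratio of 0.674 for combined treatment over 100 genes. Euclidean distance moved the ratio from 0.708 to 0.801 for combined over all tested genes, the 1000 most variable genes from 0.708 to 0.831 for combined over all tested genes, and a prior count of 0.5 from 0.747 to 0.792 for combined over 100 genes. Lists without the genes labelled in Fig. 5B lost the calls of JAK/STAT (0.0838 in AG221 against vehicle and 0.113 in vehicle against WT) and mTORC1 (0.0508 in combined against WT), and JAK/STAT (0.649 in ruxolitinib against WT) turned without a call (camera, Benjamini-Hochberg). The cause was not tested.

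Under fry, which allows for correlation between genes, IFN-γ (0.120 in AG221 against WT and 0.170 in vehicle against WT), JAK/STAT (0.128 in AG221 against vehicle), MYC (0.378 in AG221 against vehicle, 0.227 in combined against vehicle and 0.0591 in combined against WT) and oxidative phosphorylation (0.514 in ruxolitinib against vehicle) lost their calls, and oxidative phosphorylation (0.925 in combined against vehicle) turned without one (adjusted p, Benjamini-Hochberg). Fgsea permutation tests, which do not allow for it, added calls for IFN-α (0.0245 in AG221 against vehicle and 0.00954 in AG221 against WT), IFN-γ (0.00613 in combined against WT), JAK/STAT (0.0348 in AG221 against WT) and mTORC1 (0.0310 in AG221 against vehicle) (Benjamini-Hochberg). They also turned IFN-γ (1.00 in AG221 against vehicle) and JAK/STAT (1.00 in combined against WT) without calls (permutation p, Benjamini-Hochberg). With the inter-gene correlation estimated from the data, every camera call was lost, for IFN-α (0.126 in combined against vehicle, 0.103 in combined against WT, 0.0792 in ruxolitinib against vehicle and 0.291 in ruxolitinib against WT), IFN-γ (0.599 in AG221 against WT, 0.291 in combined against vehicle, 0.102 in ruxolitinib against vehicle and 0.599 in vehicle against WT), JAK/STAT (0.516 in AG221 against vehicle, 0.291 in combined against vehicle, 0.0792 in ruxolitinib against vehicle and 0.374 in vehicle against WT), mTORC1 (0.102 in AG221 against WT, 0.0792 in combined against vehicle, 0.304 in combined against WT, 0.0925 in ruxolitinib against WT and 0.0792 in vehicle against WT), MYC (0.730 in AG221 against vehicle, 0.304 in AG221 against WT, 0.577 in combined against vehicle, 0.377 in combined against WT, 0.304 in ruxolitinib against WT and 0.304 in vehicle against WT) and oxidative phosphorylation (0.304 in AG221 against vehicle, 0.291 in AG221 against WT, 0.291 in combined against WT, 0.718 in ruxolitinib against vehicle, 0.291 in ruxolitinib against WT and 0.307 in vehicle against WT) (adjusted p, Benjamini-Hochberg). Reactome pathways hold other genes. With them, calls were lost for IFN-α (0.425 in combined against vehicle, 0.360 in combined against WT and 0.263 in ruxolitinib against WT) and JAK/STAT (0.986 in combined against vehicle and 0.826 in vehicle against WT) (camera, Benjamini-Hochberg), and for mTORC1 (0.705 in AG221 against WT, 0.545 in combined against vehicle, 0.360 in combined against WT, 0.316 in ruxolitinib against WT and 0.248 in vehicle against WT), again by camera with Benjamini-Hochberg adjustment. Calls were gained for IFN-α (0.00371 in AG221 against vehicle) and IFN-γ (0.00299 in combined against WT and 0.0294 in ruxolitinib against WT) (camera, Benjamini-Hochberg). The direction turned for IFN-α (0.986 in vehicle against WT) and IFN-γ (0.737 in AG221 against vehicle, 0.735 in AG221 against WT and 0.804 in vehicle against WT) (camera, Benjamini-Hochberg), and for JAK/STAT (0.538 in AG221 against WT, 0.610 in combined against WT and 0.520 in ruxolitinib against WT) and mTORC1 (0.573 in AG221 against vehicle) without a call (camera, Benjamini-Hochberg). Whether correlation or the choice of genes moved a given list was not separated, and the cause was not tested.

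A signature at 0.05 held 5937 genes, most of them with small changes. Its lowered genes were called with AG221 (NES 1.30 to 1.52, fgsea permutation p = 3.89e-17) and ruxolitinib (1.27 to 2.84, p = 1e-50, the smallest value allowed), and its raised genes turned with AG221 (-1.57 to 2.65, p = 1e-50). Its slopes were 0.0764 with AG221, 0.409 with combined treatment and 0.166 with ruxolitinib. Keeping the vehicle libraries apart gave the mean NES of 3 fits with the largest of their p-values. The AG221 genes, taken in each fit as the 84 raised and 92 lowered genes with the smallest p-values, then had a mean NES in combined treatment of -0.742 for raised genes (main value 2.22) and 0.0116 for lowered genes (main value -2.92), over fits that went both ways. By the vehicle library kept apart, the NES of raised genes was -0.868 with A1 (0.807), -2.50 with A3 (2.91e-11) and 1.14 with A4 (0.237), and that of lowered genes 0.880 with A1 (0.718), -2.02 with A3 (9.83e-07) and 1.18 with A4 (0.182), with fgsea permutation p-values in brackets. For the genes lowered by combined treatment the mean with AG221 went from -2.08 to -1.32, with a permutation p over 0.05 only for A4 (0.887), and for the raised disease genes from -1.57 to -0.994, with p over 0.05 for A3 and A4 (up to 0.976, fgsea permutation). These comparisons no longer share vehicle libraries, which by construction removes the shared noise. Each also holds fewer libraries and ranks genes by the log2 CPM difference from the vehicle library kept apart, not by the F statistic. Which of these changes moved them was not tested.

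Fits without 1 library called 1901 (without B30) to 5907 (without A3) genes for vehicle against WT, 0 (without A1, with 4550 at an unadjusted p-value under 0.05) to 4672 (without A9) for AG221 against vehicle, and 0 (without A14, with 734 at an unadjusted p-value under 0.05) to 9 (without A4) for ruxolitinib against vehicle. For combined treatment they called 1006 (without A1) to 1965 (without B26) against vehicle, 88 (without B25) to 415 (without B31) against WT, 3002 (without A8) to 8140 (without A9) against AG221 and 1137 (without B24) to 1899 (without B26) against ruxolitinib. Ruxolitinib against WT ranged from 1910 (without B30) to 5074 (without B31), the departure from additivity from 44 (without B25) to 6087 (without A9), and the disease signature from 17 (without B31) to 35 (without A4) genes. The NES of lowered disease genes ranged from 0.941 (without A9) to 1.58 (without A3) with AG221, 0.894 (without B31) to 1.57 (without A3) with ruxolitinib and 1.28 (without B25) to 1.69 (without B28) with combined treatment, and that of raised genes from -2.05 (without A4) to -1.10 (without B30) with AG221. Slopes ranged from 0.0201 (without B31) to 0.0581 (without A4) with AG221, 0.0361 (without B31) to 0.0984 (without A4) with ruxolitinib and 0.181 (without B31) to 0.391 (without A4) with combined treatment. Only 2 fits gave at least 3 AG221 genes to test in combined treatment, with an NES of -1.63 (without A9) to 0.799 (without A3) for raised and -1.16 (without A3) to 1.11 (without A9) for lowered genes. Over 100 genes, the distance ratio ranged from 0.951 (without A1) to 1.02 (without A9) with AG221, 0.890 (without A1) to 0.947 (without A4) with ruxolitinib and 0.758 (without A3) to 0.833 (without A4) with combined treatment.

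Camera's adjusted p-values (Benjamini-Hochberg) in the fits without 1 library, for lists whose call or direction changed against WT, ran for IFN-γ from 0.000149 (without A4) to 0.156 (without A1) in vehicle, 0.426 (without B30) to 0.973 (without B31) in ruxolitinib and 0.0268 (without B30) to 0.327 (without B31) in combined treatment. For IFN-α they ran from 0.00632 (without A1) to 0.947 (without A4) in vehicle and for JAK/STAT from 0.507 (without B24) to 0.977 (without B26) in combined treatment (Benjamini-Hochberg). With AG221 against vehicle (Benjamini-Hochberg), JAK/STAT ran from 0.0180 (without A4) to 0.0672 (without A1), IFN-γ from 0.000448 (without A1) to 0.927 (without A3), IFN-α from 0.000894 (without A4) to 0.985 (without A9), MYC from 7.2e-05 (without A4) to 0.740 (without A3) and mTORC1 from 0.426 (without A4) to 0.972 (without A3). With ruxolitinib against vehicle (Benjamini-Hochberg), oxidative phosphorylation ran from 5.33e-06 (without A4) to 0.801 (without A3), MYC from 1.42e-05 (without A3) to 0.922 (without A17) and mTORC1 from 0.00814 (without A16) to 0.565 (without A4), and with combined treatment oxidative phosphorylation from 0.0246 (without A3) to 0.966 (without A1). Log2 fold changes that turned ran in vehicle against WT from -0.44 (without A4) to 0.073 (without A1) for Idh2, -0.11 (without A3) to 1.42 (without A4) for Cish, -0.29 (without A4) to 0.30 (without A1) for Cox5a and -0.29 (without A1) to 0.44 (without A4) for Gbp2. Against vehicle, Gata1 ran from -0.20 (without A3) to 0.30 (without A4) with AG221, -0.42 (without A16) to 0.47 (without A4) with ruxolitinib and -0.35 (without B25) to 0.36 (without A4) with combined treatment. Irf7 with AG221 ran from -0.41 (without A3) to 0.026 (without A1), Jak2 and Idh2 with ruxolitinib from -0.099 (without A3) to 0.032 (without A4) and -0.34 (without A14) to 0.38 (without A16), and Klf6 in combined treatment against WT from -0.13 (without B24) to 0.027 (without B25). These fits hold fewer libraries, and beyond that the cause was not tested.

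Some alternatives gave no value. The lowered disease genes could not be tested with at least 10 counts in every library or in the fits that left fewer than 3 of them. For the raised genes of the signature at 0.05, fgsea returned no value with combined treatment. No paired analysis was possible because the replicate labels are unique to each library. The depth of the combined libraries, with a median of 21555836 counts against 27500426 for vehicle, limits the comparison of genes near the limit of 3 counts, and for genes at or under it in both groups no fold change is given.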

Differences from the paper's values

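The comparison of the AG221 and ruxolitinib genes with combined treatment, its DESeq2 genes at 0.0001, the GC content offsets and the scaling per gene were chosen only after the results had been seen, and the other tests in this part were not.

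The paper states 40000000 reads per sample, and the median library here had 25545779 counts (SD 3470000 over 15 libraries). The paper's value counts sequenced reads and this value counts reads on genes, and none of the alternatives set before the data were examined changes the totals. The sequencing was paired-end, and the paper does not say whether its value counts single reads or pairs. The size of the gap therefore depends on the unit.

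For the genes lowered by ruxolitinib, the paper's NES with combined treatment was -2.2, against -1.72 here for 3 genes. This comparison was added later, so none of its settings was among the alternatives set before the data were examined, though the same settings were set for other results. Values were taken to differ by sign, or by more than the SD of the fits here that left out 1 library. That SD was 0.324 for this NES, and the paper gives no error of its own. Leaving out vehicle replicate A4, chosen for this comparison after seeing the values, brought the NES to -2.42, within that SD of the paper's value. Settings that did not close the gap gave -2.88 with DESeq2, -1.83 with at least 10 counts in every library, -1.72 without X and Y genes, -1.72 without immediate early genes, -1.60 with the vehicle libraries kept apart, -1.73 without A1, -1.76 without A3 and -1.85 without B24. DESeq2 genes called at 0.0001, a setting chosen after seeing the values, gave -2.08 and closed it, and GC content offsets, also chosen after seeing the values, gave -1.69. With the AG221 genes that SD was 1.71 for raised and 1.6 for lowered genes, so wide that the rule hardly separates values. For the AG221 genes, where the values did not differ by this rule, the paper's NES were 1.9 and -2.3 against 2.22 and -2.92 here, but -0.742 and 0.0116 as means of 3 fits that went both ways with the vehicle libraries kept apart, the sets there being the 84 and 92 genes with the smallest p-values in each fit, and -1.63 and 1.11 without AG221 replicate A9.

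For the disease genes with combined treatment, the paper's plot shows an NES of about -2.8 for raised genes in Fig. 5C, read by eye, where the number is printed without a sign and the curve runs below 0. The value here was -3.43. Among the alternatives set before the data were examined, at least 10 counts in every library (-2.89), vehicle libraries kept apart (-2.94) and leaving out A1 (-2.94), A4 (-3.11), B28 (-2.53), B30 (-2.55) or B31 (-2.49) closed the gap. The value with vehicle libraries kept apart also rests on another ranking of the genes, by log2 CPM difference. DESeq2 (-3.63), leaving out X and Y genes (-3.39) or immediate early genes (-3.23), and leaving out A3 (-3.18), B24 (-3.16), B25 (-3.37) or B26 (-3.17) did not, and GC content offsets, chosen after seeing the values, gave -3.65. For lowered genes the paper's NES was about 2.2 in Fig. 5C, read by eye, against 1.70 here. None of the alternatives set before the data were examined closed this gap, with 2.81 with DESeq2, 1.55 without X and Y genes, 3.53 for the signature at 0.05, 1.70 without immediate early genes and 1.28 (without B25) to 1.69 (without B28) with 1 library left out. With the vehicle libraries kept apart, the NES was 0.952 with A3 and 0.983 with A4 (fgsea permutation p = 0.581 and 0.549), and too few lowered genes were left to test with A1. GC content offsets, chosen after seeing the values, gave 1.92.

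The paper finds that the MYC and mTORC1 signatures normalized or lost significance with combined treatment. Here both lists were still called above WT, MYC with a mean log2 fold change of 0.40 (camera, Benjamini-Hochberg adjusted p = 4.47e-07) and mTORC1 with 0.13 (0.0411 in the same camera test), or -0.073 with upper quartile normalization. The MYC call was lost under fry (0.0591, Benjamini-Hochberg). The mTORC1 call was lost with at least 10 counts in every library (0.482), without the genes labelled in Fig. 5B (0.0508), with a Reactome pathway (0.360) and with the GC content offsets chosen after seeing the values (0.207), in camera with Benjamini-Hochberg adjustment.

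The paper finds JAK/STAT signaling enriched with AG221, where the list here had a mean log2 fold change of 0.12 over WT (camera, Benjamini-Hochberg adjusted p = 0.247). It was called by fgsea's permutation-based test (0.0348, Benjamini-Hochberg). The paper finds IFN-γ genes negatively enriched with combined treatment, and the list here had a mean of -0.53 relative to WT without a call (camera, Benjamini-Hochberg adjusted p = 0.0569). It was called with at least 10 counts in every library (0.0407), with a Reactome pathway (0.00299) and without WT replicate B30 (0.0268) in camera, and in fgsea's permutation-based test (0.00613), each with Benjamini-Hochberg adjustment.

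The paper finds both raised and lowered disease genes reversed by combined treatment. For the lowered genes the fgsea permutation p was 0.00418, and 26 of 30 simulated groups without any change had an NES as high. The paper finds part of the signature reversed by AG221, and 14 of 30 simulated groups had an NES as low as the -1.57 of the raised genes with AG221. The paper describes the effect of combined treatment as additive, and 1502 genes departed from the sum of both drugs (edgeR, Benjamini-Hochberg). The paper finds that combined treatment clusters closest to WT. By 1 minus Pearson's r, combined treatment was the mutant group nearest to WT here too. Its distance was 0.0490 over all tested genes, against 0.0639 to 0.0904 in the other mutant groups. By average linkage of log2 CPM, the WT libraries formed a branch of 3 apart from the combined libraries, and only with scaling per gene, chosen after seeing the values, did both groups share a branch of 6, over the 100 genes, over the genes labelled in Fig. 5B and, except by average linkage of Euclidean distances, over all tested genes.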

Other observations

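Every test in this part was chosen only after its result had been seen, apart from those of the immediate early genes between the libraries with the letters A and B and of the shared vehicle libraries for raised genes with combined treatment.

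Each comparison of 3 against 3 libraries was repeated for all 10 splits of its 6 libraries, so no share can fall under 0.1. For vehicle against WT, 1 of the 10 splits gave as many genes as the real 5937, and the others gave at most 0, with a median of 277 at an unadjusted p-value under 0.05 (edgeR, Benjamini-Hochberg, as in all splits). For ruxolitinib against vehicle it was 1 of 10 (3 genes, at most 0 in the others, median 781 unadjusted), and for combined against vehicle 1 of 10 (2226 genes, at most 2 with A1, B24 and B26 on one side, median 820 unadjusted). It was also 1 of 10 for AG221 against WT (9040 genes, at most 1 with A8, A9 and B30 on one side, median 236 unadjusted), ruxolitinib against WT (5759, at most 0, median 331) and combined against WT (579, at most 0, median 339). Combined against AG221 (5917, at most 0, median 737) and combined against ruxolitinib (2217, at most 0, median 719) gave 1 of 10 as well. For AG221 against vehicle, 2 of 10 splits gave as many as the real 176 genes, and the median of the others was 695 unadjusted.

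That other split set A1, A8 and A10 against A3, A4 and A9 and called 1441 genes. Across genes, its difference had a Spearman's rho of -0.22 with GC content and -0.16 with length. With GC content offsets it called 1496 genes, which argues against a GC trend as the whole cause. No biological explanation was tested, since the design names no condition that separates these libraries. Over all tested genes, the library nearest to AG221 replicate A9 by Pearson's r was vehicle replicate A1 and not another AG221 library, and the library nearest to ruxolitinib replicate A16 was A1 as well. An exchange of the labels of A9 and A16 would leave the interferon-alpha genes, which ruxolitinib lowers, lower in A9. Of 37 genes 27 were higher in A9, by a mean of 0.46 on the log2 scale, which argues against it.

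The letters in the library names separate vehicle, AG221 and ruxolitinib (A) from combined treatment and WT (B). The 25 immediate early genes were higher in vehicle than in WT by a mean log2 fold change of 3.15 (camera, Benjamini-Hochberg adjusted p = 2.92e-14, and 8.81e-05 under fry), with 19 called. With combined treatment they were lower than with vehicle by -2.99 (3.93e-20 in the same camera test), with 16 called. Of the 25 genes 12 are labelled in Fig. 5B, 3 belong to another list and 20 were above 1 CPM in WT. Between combined treatment and WT, the mean was 0.16, or -0.042 with upper quartile normalization (camera, Benjamini-Hochberg adjusted p = 0.948), with 0 called and 0 at an unadjusted p-value under 0.05. These genes respond to cell handling within minutes, so a batch of cell isolation or library preparation shared by each letter may explain them, and 0.16 is what it needs. Such a batch cannot be told apart from an effect of combined treatment, because no group has libraries of both letters. Within the letter A, these genes also lay -1.07 from vehicle with AG221 (camera, Benjamini-Hochberg adjusted p = 9.38e-06, fry 0.0714), without overlap of libraries (exact permutation p = 0.1). With ruxolitinib they lay -0.59 from vehicle (1.55e-08 in camera, fry 0.231), with overlap (exact p = 0.5). A batch behind the letter does not account for the AG221 difference. The interferon-alpha genes differed by -1.35 between combined treatment and WT, which share a letter, and this argues against such a batch for them. Lower JAK signaling with ruxolitinib remains open for these genes and was not tested apart from other effects.

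Heat shock and glucocorticoid-induced genes were tested as further signs of handling. In vehicle against WT, 11 heat shock genes had a mean log2 fold change of 0.38 (camera, Benjamini-Hochberg adjusted p = 0.0317, and 0.0346 under fry), with 2 called and 6 at an unadjusted p-value under 0.05. With ruxolitinib against WT their mean was 0.062, or -0.0098 with upper quartile normalization, with AG221 against vehicle -0.69 (camera, Benjamini-Hochberg adjusted p = 0.549) and with combined treatment against vehicle -1.40 (0.000352 in the same camera test). Between combined treatment and WT, which share a letter, the mean was -1.02 (camera, Benjamini-Hochberg adjusted p = 0.577), and the combined libraries all lay below the WT libraries (exact permutation p = 0.1, two-sided). Most of that difference came from Hspa1a and Hspa1b, at 4.62 and 23.3 CPM in WT and 0.0424 and 0.422 CPM with combined treatment, and the other genes lay between -0.36 and 0.49 on the log2 scale. The 14 glucocorticoid-induced genes had a mean of 1.10 in vehicle against WT (camera, Benjamini-Hochberg adjusted p = 0.000672, and 0.000223 under fry), with 8 called, and 0.28 in combined treatment against WT (0.121 in the same camera test). Of these 4 are labelled in Fig. 5B, 3 belong to another list and all 14 were above 1 CPM in WT. Among the heat shock genes, 0 are labelled in Fig. 5B, 2 belong to another list and 11 were above 1 CPM.

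Each treatment was compared with the same vehicle libraries that define the disease genes, and chance values of those libraries give an apparent reversal. For raised genes with combined treatment the lowest NES of 30 simulated groups without any change was -2.01, and for ruxolitinib -1.96, against -3.43 and -2.87 observed. The simulations drew each gene on its own, so they can understate the chance shift of genes that vary together. With the vehicle libraries kept apart, the combined NES of raised genes was -2.928 (A1), -2.572 (A3) and -3.315 (A4). For ruxolitinib it was -2.293, -2.157 and -1.846 in the same order. No vehicle library is shared there, which argues against shared libraries as the whole cause. For raised genes with AG221, 14 of 30 simulated groups had an NES as low, and for lowered genes with combined treatment 26 of 30 had one as high. Raised AG221 genes had a median simulated NES of 3.45 in combined treatment, above the 2.22 observed. These 3 results are consistent with shared vehicle libraries as a candidate explanation. For the 3 ruxolitinib genes the lowest simulated NES was -1.71 against -1.72 observed, so the simulation hardly separates a drug effect from shared libraries. With the vehicle libraries kept apart, the NES of the 3 lowered genes chosen in each fit was -1.695 with A1, -1.464 with A3 and -1.626 with A4. These comparisons share no vehicle library, which argues against shared libraries as the whole cause for these few genes.

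The lists of other cell types were tested between vehicle and WT, with camera adjusted p-values by Benjamini-Hochberg. The 13 mast cell and basophil genes had a mean log2 fold change of 2.24 (camera, Benjamini-Hochberg adjusted p = 1.62e-05, and 8.65e-05 under fry, 9 called), the 13 erythroid genes 1.54 (0.00125 and 0.0387, 5 called) and the 13 neutrophil genes 1.26 (0.00424 and 0.0799, 6 called). The 12 monocyte and dendritic genes had 0.81 (camera, Benjamini-Hochberg adjusted p = 0.0119, and 0.0387 under fry, 6 called) and the 12 megakaryocyte genes 0.65 (0.00676 and 0.0110, 6 called). The 12 T and NK genes had -0.55 (camera, Benjamini-Hochberg adjusted p = 0.747, and 0.786 under fry, 2 called) and the 14 stem cell genes -0.38 (0.511 and 0.358, 5 called). Of the mast, erythroid, monocyte and dendritic, megakaryocyte, T and NK, stem cell and B-lineage genes, 11, 12, 12, 11, 6, 14 and 16 were above 1 CPM in WT. In the same order, 3, 0, 1, 1, 1, 0 and 2 are labelled in Fig. 5B, and 0, 0, 1, 1, 0, 1 and 0 belong to another list. No explanation was tested for these lists.

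The paper measured Gata1 and Gata2 in sorted progenitors, and in LSK cells their values were these. Gata1 (chromosome X, 7959260 to 7978071) was at 36.3 ± 3.76 CPM in WT, 134 ± 47.4 with vehicle, 133 ± 28.1 with AG221, 149.5 ± 84.6 with ruxolitinib and 138.5 ± 57.1 with combined treatment (SD, n = 3 each). Its log2 fold change was 1.89 between vehicle and WT (adjusted p = 0.00531 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 vehicle libraries. Against vehicle it was -0.017 with AG221, 0.15 with ruxolitinib and 0.044 with combined treatment, and each sign changed when single libraries were left out, to 0.14 without A9, -0.42 without A16 and -0.35 without B25. Gata2 differed by 0.43 between vehicle and WT (adjusted p = 0.434 in the same edgeR test) and by -1.47 between AG221 and vehicle (adjusted p = 0.0774 in that edgeR test, and -2.13 with 0.00213 without A9). It departed from the sum of both drugs by 2.41 (edgeR, Benjamini-Hochberg adjusted p = 0.0376), a call lost without A3, A4, A8, A10, A16, A17, B24 or B25.

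The olfactory and vomeronasal receptor genes summed to 368 CPM in WT replicate B30, 96.8 in B28, 82.7 in B31, 74.4 in the combined replicate B24 and 15.4 to 36.5 in the other libraries. The number of detected genes was 29782 to 34487 in WT and 21369 to 26329 in the other libraries, and the TMM factors were 1.13 to 1.17 in WT and 0.916 to 1.02 in the others. Genomic DNA in the WT libraries is a candidate explanation, and it would also lower genes in vehicle against WT. The count there fell from 5937 (2747 higher, 3190 lower) to 1901 without B30 (844 higher, 1057 lower). The higher genes fell along with the lower ones, and every fit without 1 library called fewer genes. The drop therefore does not separate DNA from the loss of a library. Whether DNA or another RNA input in the WT libraries accounts for any of these genes was not tested.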
